# Elucidation of the Host Bronchial Lymph Node miRNA Transcriptome Response to Bovine Respiratory Syncytial Virus

**DOI:** 10.3389/fgene.2021.633125

**Published:** 2021-04-22

**Authors:** Dayle Johnston, Bernadette Earley, Matthew S. McCabe, Jaewoo Kim, Jeremy F. Taylor, Ken Lemon, Michael McMenamy, Catherine Duffy, S. Louise Cosby, Sinéad M. Waters

**Keywords:** miRNA, small RNA-Seq, dairy calves, pneumonia, bovine respiratory disease, BRSV challenge

## Abstract

Bovine respiratory disease (BRD) causes substantial morbidity and mortality, affecting cattle of all ages. One of the main causes of BRD is an initial inflammatory response to bovine respiratory syncytial virus (BRSV). MicroRNAs are novel and emerging non-coding small RNAs that regulate many biological processes and are implicated in various inflammatory diseases. The objective of the present study was to elucidate the changes in the bovine bronchial lymph node miRNA transcriptome in response to BRSV following an experimental viral challenge. Holstein-Friesian calves were either administered a challenge dose of BRSV (10^3.5^ TCID_50_/ml × 15 ml) (*n* = 12) or were mock inoculated with sterile phosphate buffered saline (*n* = 6). Daily scoring of clinical signs was performed and calves were euthanized at day 7 post-challenge. Bronchial lymph nodes were collected for subsequent RNA extraction and sequencing (75 bp). Read counts for known miRNAs were generated using the miRDeep2 package using the UMD3.1 reference genome and the bovine mature miRNA sequences from the miRBase database (release 22). EdgeR was used for differential expression analysis and Targetscan was used to identify target genes for the differentially expressed (DE) miRNAs. Target genes were examined for enriched pathways and gene ontologies using Ingenuity Pathway Analysis (Qiagen). Multi-dimensional scaling (MDS) based on miRNA gene expression changes, revealed a clearly defined separation between the BRSV challenged and control calves, although the clinical manifestation of disease was only mild. One hundred and nineteen DE miRNAs (*P* < 0.05, FDR < 0.1, fold change > 1.5) were detected between the BRSV challenged and control calves. The DE miRNAs were predicted to target 465 genes which were previously found to be DE in bronchial lymph node tissue, between these BRSV challenged and control calves. Of the DE predicted target genes, 455 had fold changes that were inverse to the corresponding DE miRNAs. There were eight enriched pathways among the DE predicted target genes with inverse fold changes to their corresponding DE miRNA including: granulocyte and agranulocyte adhesion and diapedesis, interferon signalling and role of pathogen recognition receptors in recognition of bacteria and viruses. Functions predicted to be increased included: T cell response, apoptosis of leukocytes, immune response of cells and stimulation of cells. Pathogen recognition and proliferation of cytotoxic T cells are vital for the recognition of the virus and its subsequent elimination.

## Introduction

The majority of morbidity and mortality reported in calves between 1 and 6 months of age is associated with bovine respiratory disease (BRD) (Taylor et al., 2010; Curtis et al., 2016; Johnston et al., 2016; Murray et al., 2017). The causes of BRD are multifactorial, including infectious viral and bacterial agents, host genetics, farm management, and husbandry practices, environmental stressors including severe weather conditions and the interactions between these factors (Taylor et al., 2010). Viruses are generally the initiators of BRD and the resulting damage they inflict on the respiratory tract predisposes calves to secondary infections through the proliferation and colonisation of bacteria which generally comprise the normal flora of the upper respiratory tract (Johnston et al., 2017).

Bovine respiratory syncytial virus (BRSV) is an enveloped, non-segmented, negative-stranded RNA virus of the *Orthopneumovirus* genus from the family *Pneumoviridae*, and is one of the leading infectious viral causes of BRD (Valarcher and Taylor, 2007; Rima et al., 2017; Sudaryatma et al., 2018). Morbidity resulting from BRSV infections ranges from 60 to 80%, and mortality has been reported to reach 20% during disease outbreaks (Valarcher and Taylor, 2007). BRSV can manifest as sub-clinical or can induce severe clinical signs including coughing, nasal discharge, pyrexia, anorexia and increased respiratory rates (Valarcher and Taylor, 2007). Infection with BRSV leads to the initiation of the inflammatory cytokine response, with increases in several cytokines including IFNγ, IL-12β, IL-6, TNF, IL-18, CXCL8, CCL3, CCL5, CCL2, IFNα1, and IFNβ1, and the subsequent influx of leukocytes, predominantly neutrophils, produces inflammation and lung pathology (Valarcher and Taylor, 2007; Sudaryatma et al., 2018). BRSV is capable of interfering with the host’s anti-viral interferon based response and inducing immunomodulation by shifting the adaptive immune response towards a Th2 dominated response, rather than an effective cytotoxic cell mediated response, which enables establishment and maintenance of the virus (Gershwin, 2007; Valarcher and Taylor, 2007).

Although susceptibility to BRD is moderately heritable (Neibergs et al., 2014), there is limited literature describing the molecular level immune response of the bovine to infection with pathogenic agents of the bovine respiratory disease complex (BRDC), including BRSV. Two RNA-Seq studies of crossbred Angus-Hereford beef calves, conducted in the United States, examined the differentially expressed (DE) genes and pathways in bronchial lymph node (Tizioto et al., 2015) and in multiple lymphoid and lung tissues (Behura et al., 2017) following experimental challenge with single pathogens of the BRDC. Our group has reported 934 genes to be DE in the bronchial lymph node of Irish Holstein-Friesian calves in response to a BRSV challenge (Johnston et al., 2019). However, no studies have been performed to date to elucidate the micro (mi) RNA transcriptional response to an experimental BRSV challenge in calves. Micro RNAs are short, single-stranded, endogenous, non-coding RNA molecules (21–25 nucleotides in length) which are involved in the regulation of gene expression as they trigger the degradation or repress the translation of their target messenger (m) RNAs by directly binding to their 3′ untranslated regions (UTR) (Wahid et al., 2010). Tissue specific miRNA profiles can be altered following infection by various viral and bacterial agents (Lawless et al., 2014; Luoreng et al., 2018). The objective of this study was to elucidate the miRNAs and their target genes involved in the bovine bronchial lymph node transcriptome response to an experimental viral challenge with BRSV in artificially-reared dairy bull calves. These DE miRNAs, and in particular, their target genes which were found to be DE in our previous study (Johnston et al., 2019), may contain variants which influence resistance to BRSV.

## Materials and Methods

### Animal Model

The animal model has previously been described (Johnston et al., 2019). Briefly, Holstein-Friesian bull calves with low BRSV maternally derived antibodies and a negative BRSV PCR result (mean age 143 ± 14 days, mean weight 155 ± 14 kg) were either challenged with 10^3.5^ TCID_50_/ml × 15 ml inoculum of BRSV strain SVA 274/9220 (Graham et al., 1999) (*n* = 12; BRSV challenged) or were mock challenged with sterile phosphate buffered saline (PBS) (*n* = 6; control), by aerosol inhalation, at the Agri-Food Biosciences Institute (AFBI), Stormont, Northern Ireland. Clinical signs including nasal discharge, ocular discharge, general appearance, coughing, respiratory rate and character, size of mandibular lymph nodes, presence or absence of mouth breathing or an expiratory grunt, dyspnoea, and rectal temperature, were recorded daily from the day of challenge until euthanasia, and subsequently scored by a veterinarian (blinded to the calves’ BRSV challenged or control treatment status), using a previously described clinical scoring system (Johnston et al., 2019). Calves were euthanized by captive bolt 7 days post challenge. The lungs were examined and scored for percentages of lesions on the total lung area and on component lung parts, using an AFBI standardised lung scoring system, by a trained veterinarian, as described in Johnston et al. (2019).

Bleach, 75% ethanol and RNaseZap were used to disinfect and remove contaminant RNA/DNA from the work surfaces and implements before tissue collection for each animal. Bronchial lymph node tissues were collected and immediately flash frozen in liquid nitrogen, placed on dry ice and subsequently stored in an −80°C freezer.

### RNA Extraction

The Qiagen RNeasy Plus Universal Mini Kit (Qiagen Ltd., Manchester, United Kingdom), was used according to the manufacturer’s instructions (including Appendix C of the manufacturer’s protocol), for extraction of total RNA (including miRNAs). The quantity and quality of the extracted RNA was determined by measuring the absorbance at 260 nm with a Nanodrop spectrophotometer (NanoDrop technologies; Wilmington, DE, United States) and by using the RNA 6000 Nano LabChip kit (Agilent Technologies Ireland Ltd., Dublin, Ireland) with the Agilent 2100 Bioanalyser (Agilent Technologies Ireland Ltd., Dublin, Ireland). The mean RNA Integrity Number of the samples was 8.6 ± 0.31.

### Library Preparation and Sequencing

Extracted RNA was shipped frozen at −80°C on dry ice to the University of Missouri’s DNA Core Facility for miRNA sequencing library preparation using the TruSeq Small RNA Library Prep Kit (Illumina, San Diego, CA, United States), according to manufacturer’s instructions, and high-throughput sequencing (75 bp) was performed on an Illumina NextSeq 500.

### Bioinformatics and Differential miRNA Expression Analysis

Sequence reads (FASTQ format) were assessed for quality using FastQC (version 0.11.7)^1^. The 3′ ends of the sequence reads were trimmed to remove bases with quality scores less than 20 and (because of artefacts of the NextSeq technology) artificial poly-Gs using cutadapt version 1.18 (Martin, 2011). Reads which contained fewer than 15 bases, greater than 30 bases, or ambiguous nucleotides (N’s) were discarded. Contaminant short RNA sequences including transfer RNAs, ribosomal RNAs, small nucleolar RNAs, and small nuclear RNAs^2^ were removed using Bowtie version 1.2.2 (Langmead et al., 2009). The cleaned sequence reads were analysed for quality metrics using FastQC (version 0.11.7) and all reads passed the basic quality statistics.

Read counts for known miRNAs were generated using the miRDeep2 package (version 2.00.8) (Friedlander et al., 2012) using the UMD3.1 bovine reference genome and the bovine mature and precursor miRNA sequences from the miRBase database (release 22) (Griffiths-Jones et al., 2008). Sequence reads were initially pre-processed (parsed to fasta format, sequences with non-canonical letters discarded, any possible remaining 3′ adapters clipped, short reads discarded), collapsed into clusters and aligned with Bowtie (Langmead et al., 2009) to the indexed UMD3.1 reference genome, using the mapper module (mapper.pl) with default parameters. Subsequently, the miRDeep2 module (miRDeep2.pl) (with default parameters) was used to quantify bovine miRNAs, with *Bos taurus* defined as the species of interest, and with the collapsed reads vs. reference genome alignments, bovine mature miRNA sequences, bovine precursor miRNA sequences (including the hairpin structures) and the human mature miRNA sequences, as input files.

Differential gene expression was determined using the R [R version 3.5.2 (2018-12-20)] Bioconductor package EdgeR (version 3.24.3) (Robinson et al., 2010). This package accounts for both biological and technical variation and models the data using a negative binomial distribution. Any genes with less than one count per million reads in at least six of the samples were removed from the analysis as lowly expressed genes. The trimmed mean of M-values normalisation method (Robinson and Oshlack, 2010) was employed to normalise data across libraries. Dispersion was estimated using both the quantile-adjusted conditional maximum likelihood (qCML) common dispersion and the qCML tagwise dispersion. Exact tests were used for the detection of DE miRNAs between the BRSV challenged and control calves. MiRNAs with a Benjamini–Hochberg false discovery rate (FDR) < 0.1 and a fold change of ≥1.5 were considered DE.

### Target Gene Prediction

Target genes for the DE miRNAs were predicted using the Targetscan 7.0 Perl scripts (Agarwal et al., 2015) downloaded from http://www.targetscan.org/cgi-bin/targetscan/data_download.vert72.cgi. Targetscan_70.pl was used to predict both conserved and non-conserved miRNA target sites using a file containing all known gene transcripts 3′ UTR sequence alignments and the miRNA family information file, as input files. Targetscan_70_BL_bins.pl and targetscan_70_BL_PCT.pl were used to calculate branch lengths and the probability of conservation of target sites. Finally, targetscan_70_context_scores.pl and RNAplfold from ViennaRNA version 2.1.13 were used to calculate the miRNA target genes’ context + + scores.

### Pathway and Functional Enrichment Analysis

The predicted target genes of the DE miRNAs, which were expressed in the bronchial lymph node tissues of the calves had a context ++ percentile rank of 99 and were used for pathway and functional enrichment. Additionally, the predicted target genes for the DE miRNAs which were observed to be DE in the bronchial lymph nodes between the BRSV challenged and control calves with an FDR of <0.1 and a fold change of >2 in the previous study (Johnston et al., 2019) and which had an inverse fold change to that of their miRNA target, were examined for enriched pathways, cellular, and molecular functions and predicted upstream regulators using the Ingenuity Pathway Analysis (IPA) (QIAGEN Inc.^3^), according to the manufacturer’s instructions (Krämer et al., 2014). Identification of over-represented pathways and over-represented molecular and cellular functions was accomplished using Fisher’s exact test, with Benjamini–Hochberg multiple testing correction. The regulation *Z*-score algorithm within IPA, which predicts increases or decreases in functions based on the directional differential expression of genes and expectations derived from the literature, was utilised to predict differences in the over-represented cellular and molecular functions. Cellular and molecular functions with a regulation *Z*-score value of ≥2.0 were predicted to be significantly increased and cellular and molecular functions with a regulation *Z*-score value of ≤−2.0 were predicted to be significantly decreased by the IPA software.

## Results

### Clinical Scores and Lung Pathology

Clinical respiratory sign scoring and lung pathology assessments were performed and results were previously reported in detail in Johnston et al. (2019). Briefly, there were no significant differences in clinical scores between the BRSV challenged and the control calves at any of the time-points (*P* > 0.05), analysed with a repeated measures mixed model procedure in SAS v 9.4. Furthermore, a mixed model ANOVA analysis also performed using SAS v 9.4 indicated that lung scores did not differ between BRSV challenged and control calves (*P* > 0.05). However, the probability of having a lesioned lung was greater for the BRSV challenged than the control calves (*P* = 0.04), determined using a Fisher’s exact test in SAS v 9.4. Lesions were only found on the lungs of one of the control calves, whereas nine of the 12 BRSV challenged calves presented with lung lesions.

### Sequence Alignment

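Small RNA libraries from the bronchial lymph nodes of 18 calves, 12 BRSV challenged and 6 control, were sequenced 7 days after the challenge, with 1 library per calf. The sample labels place all 6 control calves in shed A, 6 BRSV challenged calves in shed B and the other 6 in shed C. The challenge and the shed therefore cannot be told apart in any comparison with the control calves. The authors trimmed the reads with cutadapt, removed other short RNA species with Bowtie and counted the remaining reads on known bovine miRNAs with miRDeep2, the UMD3.1 genome and miRBase. The deposited table gives 1 estimated count for each of 1030 miRNAs in each calf, not scaled to library size, and lists the miRNAs by name without coordinates. A value that is not whole occurs for 65 of the miRNAs, and the paper's text does not say how reads on several precursors of 1 mature miRNA were combined. The counts were rounded to whole numbers, which changed a value by at most 0.5. At least 1 count was present for 759 miRNAs, and the 481 miRNAs with at least 1 CPM in at least 6 libraries were tested, as in the paper's filter. These miRNAs held at least 99.99% of the counts of each library. The total miRNA count per library was between 1792440 and 2791506 (median 2270760) in the control calves and between 1380232 and 1996745 (median 1711090) in the BRSV challenged calves. All values use these totals, which are lower than the numbers of raw reads that the paper reports. The total count was lower in the BRSV challenged calves (two-sided exact permutation test over all splits of the 18 calves into 6 and 12, p = 0.000323, Benjamini-Hochberg adjusted p = 0.00162 over 5 library measures), and the mean of the raw reads was 5115480 in the control calves and 4945330 in the BRSV challenged calves (same exact test, p = 0.548). The difference in mean totals was -587882 counts with both sheds, -669869 counts with shed B alone and -505896 counts with shed C alone (exact permutation test, p = 0.0130 for shed C). A value of 1 CPM corresponded to between 1.396 and 2.72 counts, depending on the library, so the miRNAs near that filter had only a few counts. Libraries were scaled with the trimmed mean of M-values (TMM), and the groups were compared with edgeR's quasi-likelihood test at a Benjamini-Hochberg FDR below 0.1 and a fold change of at least 1.5. The text of the paper names edgeR's exact test for this comparison.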

An average of 5,002,047 sequence reads per library was received in FASTQ format. 

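The share of raw reads that remained after trimming was computed for each library from Supplementary Table 1. It was 56.7% ± 2.18 (SD, n = 6) in the control calves and 47.6% ± 4.80 (SD, n = 12) in the BRSV challenged calves. The means differed (two-sided exact permutation test, p = 0.000700, adjusted p = 0.00175 over 5 library measures), by more than the SD of either group. The control calves were between 54.0% and 59.2%, and the BRSV challenged calves were between 40.0% and 56.5%. Only 1 BRSV challenged calf, S15, had a share at or above the lowest control calf. The mean share was 45.6% in shed B and 49.5% in shed C. The difference from the control calves was -11.1 percentage points with shed B alone and -7.15 percentage points with shed C alone.

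**Figure D1:**
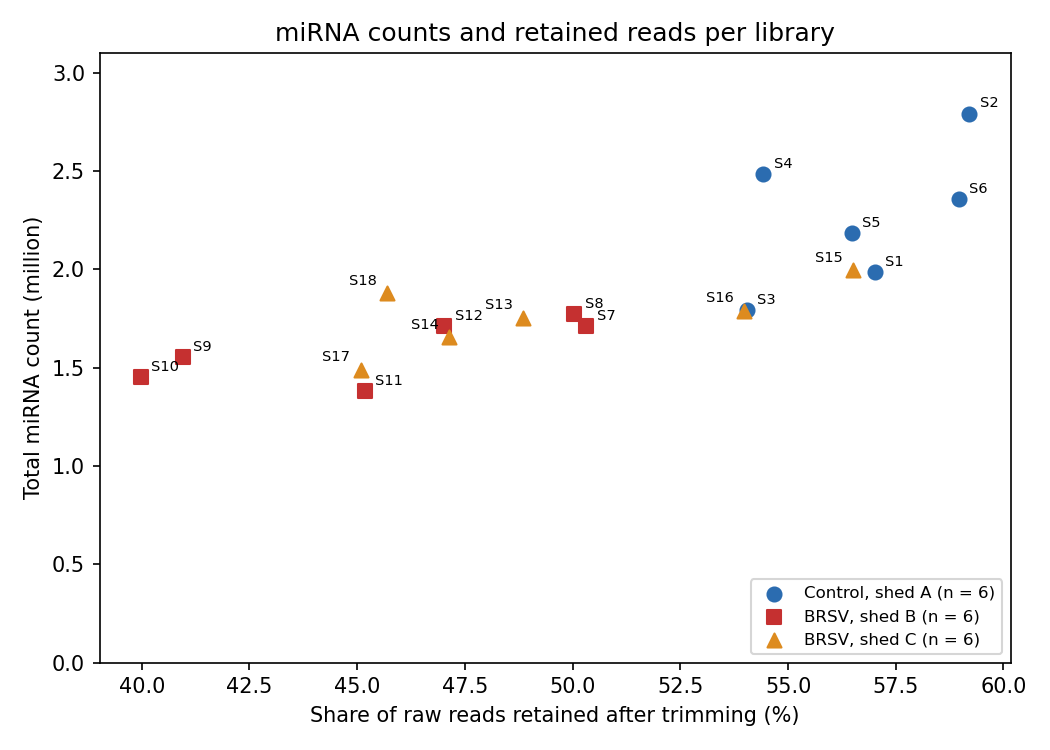
Total miRNA count against the share of raw reads retained after trimming (%) for each calf, with 6 control calves (shed A) and 6 BRSV challenged calves in each of sheds B and C. The control calves lie between 54.0% and 59.2%, and all BRSV challenged calves except S15 lie below 54.0%.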

Approximately 2,525,780 reads remained, on average; following trimming with cutadapt and an average of 2,170,434 reads were retained following filtering of reads containing contaminant short RNA species. Following MirDeep2 pre-processing, an average of 2,093,463 sequence reads remained for mapping (Supplementary Table 1). 

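The share of the reads entering the alignment that mapped was 90.7% ± 0.570 (SD, n = 6) in the control calves and 87.2% ± 2.14 (SD, n = 12) in the BRSV challenged calves (two-sided exact permutation test, p = 0.00172, adjusted p = 0.00287 over 5 library measures). The lowest value, 82.4%, was that of calf S9 in shed B. The total miRNA count of a library was between 100.7% and 101.8% of its mapped reads. The 10 most abundant miRNAs took 59.8% ± 0.586 (SD, n = 6) of the counts in the control calves and 60.9% ± 1.73 (SD, n = 12) in the BRSV challenged calves (exact permutation test, p = 0.139). This difference was 2.13 percentage points with shed C alone (exact permutation test, p = 0.0173) and 0.12 percentage points with shed B alone (exact permutation test, p = 0.699). Calves S15 and S18 of shed C had shares of 65.2% and 63.0%, and the difference over both sheds was 1.12 percentage points with all calves and 0.73 percentage points without calf S15. The number of miRNAs with at least 1 count was 547 ± 17.4 (SD, n = 6) in the control calves and 536 ± 12.5 (SD, n = 12) in the BRSV challenged calves (exact permutation test, p = 0.152). This difference was -10.8 miRNAs with all calves and -5.63 miRNAs without calf S4.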

Eighty-eight percent of reads were mapped to the UMD3.1 bovine reference genome (Supplementary Table 1).

### Differential MiRNA Expression

A multi-dimensional scaling (MDS) plot was generated in EdgeR which plotted samples on a two dimensional space based on global miRNA expression, using the first two principal components. A clearly defined separation between the BRSV challenged and the control calves was visible in the MDS plot (Figure 1). 

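The separation was measured on the pairwise distances behind the plot, which are leading log2 fold changes between libraries. All 481 tested miRNAs entered the distances, since the plot's default number of 500 exceeds them. The mean distance was 0.82 between a BRSV challenged and a control calf, 0.59 between control calves and 0.65 between BRSV challenged calves. The mean distance between calves of different groups was 1.28 times the mean distance between calves of the same group (one-sided exact permutation test over all splits of the 18 calves into 6 and 12, p = 5.39e-05, the smallest p that these splits can give). For each of the 18 calves, the nearest calf belonged to the same group. The first dimension took 31.04% of the variance, with the control calves between -0.44 and -0.29 and the BRSV challenged calves between 0.05 and 0.36. The second dimension took 9.13%. Taking the 100 most variable miRNAs for all pairs of calves moved the ratio most, to 1.41. The ratio was 1.33 with shed B alone against the control calves and 1.36 with shed C alone (exact permutation test over all splits into 6 and 6, p = 0.00216, the smallest p possible, in both). Calves of shed B and shed C were on average 0.65 apart, as far as BRSV challenged calves in general.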

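The quasi-likelihood test called 118 DE miRNAs among the 481 tested. Without the threshold on the fold change, 202 miRNAs were past an FDR of 0.1, of which 101 were higher and 101 lower in the BRSV challenged calves. For 60 of the 481 tested miRNAs, the normalized counts of all 12 BRSV challenged calves lay beyond those of all 6 control calves, which chance gives for 0.0108% of miRNAs, and 45 of these 60 were DE. A mean below 5 CPM over all calves was found for 34 of the 118. Of the 118 miRNAs, 117 are also in the paper's own list of DE miRNAs, Supplementary Table 2, each with the same direction. The remaining miRNA was miR-6536, a miRNA chosen for mention after its values were seen, with at most 5 counts in any library. Over the alternatives, the number of DE miRNAs was lowest with a mean of at least 50 counts as the filter, 43 of 213 tested, and highest without the fold change threshold. With each calf left out in turn, between 100 and 121 miRNAs were called. The 6 BRSV challenged calves of shed B differed from the control calves by 94 DE miRNAs and those of shed C by 105. Both comparisons share the control calves. Over the 433 miRNAs tested in both, 85.0% had the same sign, where simulations without change against the same control calves gave 66.5% for these miRNAs. Between shed B and shed C, the quasi-likelihood test called 0 of 453 miRNAs, with 31 at an unadjusted p under 0.05, where chance gives 22.7. No call between the sheds came from edgeR's exact test, DESeq2 or limma voom either, with 27, 29 and 28 miRNAs at an unadjusted p under 0.05.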

There were 119 DE miRNAs (*p* < 0.05, FDR < 0.1, fold change > 1.5) between the BRSV challenged and control calves (Supplementary Table 2). Sixty-seven miRNAs were up-regulated and 52 were down-regulated in the BRSV challenged calves relative to the control calves.

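Of the 118 miRNAs called by the quasi-likelihood test, 67 were higher and 51 were lower in the BRSV challenged calves. The numbers were 60 and 55 with upper quartile factors, 68 and 41 with DESeq2 and 63 and 34 in libraries thinned to the smallest total. Among those with a mean of at least 5 CPM, the largest increases were those of miR-10164-3p, miR-12030, miR-2318, miR-424-3p and miR-7857-3p. Expression of miR-10164-3p rose from 14.6 ± 3.04 CPM (SD, n = 6) in the control calves to 114 ± 22.1 CPM (SD, n = 12), a log2 fold change of 2.96 (SE 0.16, FDR = 6.22e-12). For miR-12030 the values were 115 ± 28.7 CPM and 842 ± 787 CPM, with a log2 fold change of 2.87 (SE 0.42, FDR = 1.01e-05). Calf S9 had 3279.7 CPM of miR-12030, against 512 to 825 CPM in the other calves of shed B, and the log2 fold change was 2.45 without this calf. With the share of raw reads retained after trimming as a covariate, it was 1.68 (FDR = 0.00464, the highest over the alternatives, with 1.67e-12 the lowest). For miR-2318 the log2 fold change was 2.68 (SE 0.34), for miR-424-3p it was 2.49 (SE 0.29) and for miR-7857-3p it was 2.40 (SE 0.32). Supplementary Table 3 prints the same mature sequence for miR-7857-3p and miR-7857-5p. Among the called miRNAs with the same minimum mean of 5 CPM, the largest decreases were those of miR-1343-3p, miR-2284v, miR-502b, miR-1296 and miR-744. Expression of miR-1343-3p was 106 ± 27.0 CPM (SD, n = 6) in the control calves and 36.2 ± 12.6 CPM (SD, n = 12) in the BRSV challenged calves, a log2 fold change of -1.55 (SE 0.19, FDR = 1.45e-06). Within shed C, calf S14 had 44.3 CPM of miR-1343-3p, against 23.8 to 31.2 CPM in the other calves. For miR-2284v the values were 15.0 ± 2.50 CPM and 5.09 ± 2.07 CPM, with a log2 fold change of -1.54 (SE 0.23), and its mature sequence is 2 edits from that of miR-2284d, which was also lower. Edits between sequences were counted throughout without the bases of the longer sequence that overhang at an end. The log2 fold change of miR-1296 was -1.23 (SE 0.19). In each of these 10 miRNAs, all 12 BRSV challenged calves lay beyond all 6 control calves.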

**FIGURE 1:**
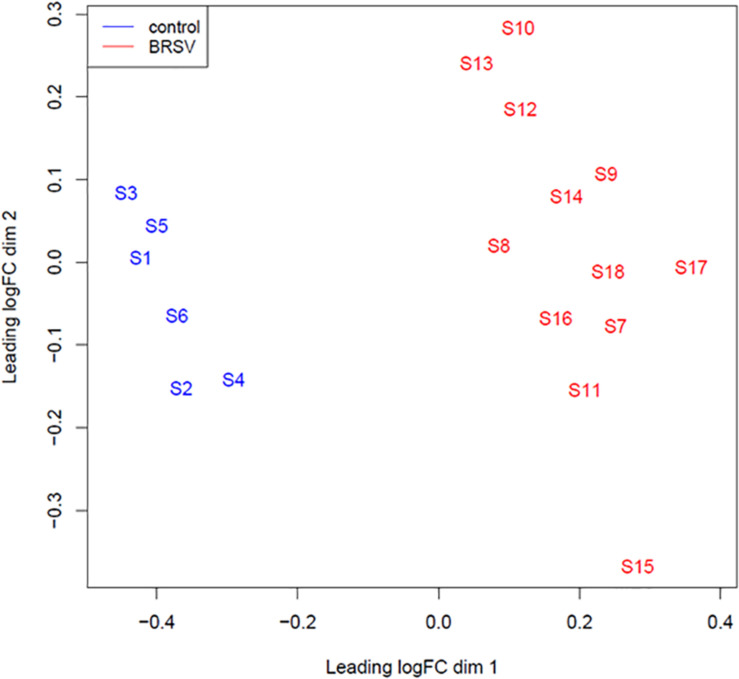
An MDS plot generated in EdgeR illustrating the similarity of the samples based on the Log_2_ miRNA gene expression covariance matrix among individuals. Samples from BRSV challenged calves are coloured in red and samples from control calves are coloured in blue. The numbers (1–18) refer to the calf identifier and the letter S in front of the numbers refers to the word “sample.”

### Target Genes and Functional Annotation of Target Genes

Targetscan predicted that 6,892 of the 13,909 genes which were expressed in the bronchial lymph nodes of these calves (Johnston et al., 2019) were targeted by the 119 DE miRNAs. Of these target mRNA genes, 3,410 had a weighed context + + score percentile of 99% (Supplementary Table 3). The predicted target genes with a weighed context + + score percentile of 99% of the top ten most significant DE miRNAs are presented in Table 1. 

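All 10 miRNAs of Table 1 were DE in the direction of Supplementary Table 2 in the quasi-likelihood test, with all 12 BRSV challenged calves beyond all 6 control calves in each. They stayed DE with each calf left out in turn and under the 18 alternatives set beforehand for this list. Expression of miR-21-3p was 437 ± 94.8 CPM (SD, n = 6) in the control calves and 1596 ± 193 CPM (SD, n = 12) in the BRSV challenged calves, a log2 fold change of 1.87 (SE 0.11, FDR = 2.98e-11). Calf S4 had 615 CPM of miR-21-3p, against 355 to 439 CPM in the other control calves. For miR-107 the values were 1280.4 ± 64.4 CPM and 2620 ± 267 CPM, with a log2 fold change of 1.03 (SE 0.07, FDR = 3.89e-10), and calf S6 had 1403 CPM, against 1223 to 1282 CPM in the other control calves. For miR-15a they were 1769.8 ± 163 CPM and 3362 ± 326 CPM, with a log2 fold change of 0.93 (SE 0.08, FDR = 3.22e-09), and calf S15 had 2859 CPM, against 3399 to 3684 CPM in the other calves of shed C. The mature sequence of miR-15b is 3 edits from that of miR-15a, and miR-15b changed in the opposite direction, with a log2 fold change of -0.74. The log2 fold change was 1.67 (SE 0.15) for miR-11971 and 1.403 (SE 0.13) for miR-141. Of the other tested miRNAs that are abundant in epithelium with miR-141, miR-200a, miR-200c and miR-429 were at most at a mean of 4.60 CPM in either group and none was DE. Among the decreases, miR-339a changed by a log2 fold change of -0.76 (SE 0.07), miR-744 by -1.22 (SE 0.13) and miR-502b by -1.26 (SE 0.13). The mature sequence of miR-502a, which was also lower, is 1 edit from that of miR-502b.

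**Figure D2:**
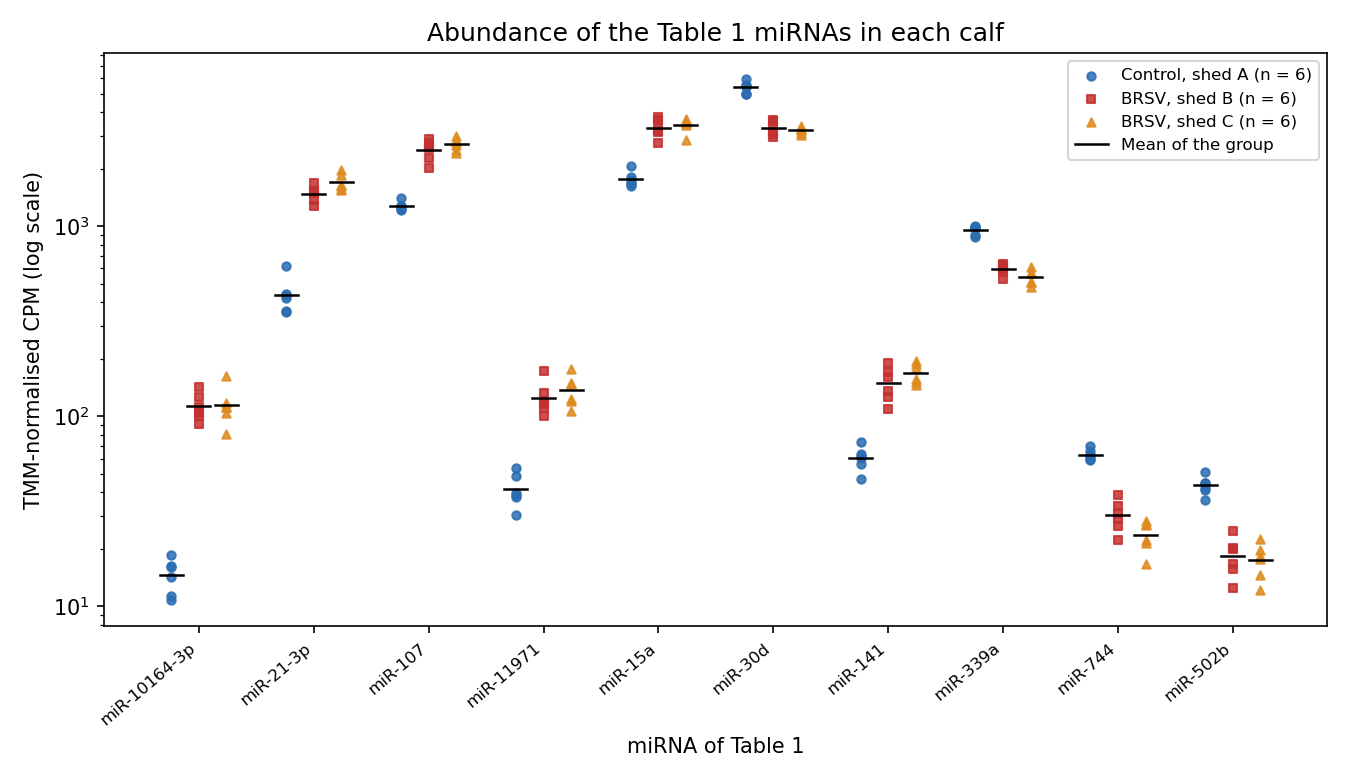
TMM-normalized CPM (log scale) of the 10 miRNAs of Table 1, 1 point per calf, for the control calves and for the BRSV challenged calves of sheds B and C (n = 6 each), with the mean of each group as a bar. In each miRNA the 12 BRSV challenged calves lie on 1 side of the 6 control calves.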

The predicted target genes with a weighed context + + score percentile of 99% were subsequently analysed for pathway and functional enrichment within IPA. There were 120 enriched pathways among the predicted target genes in the 99th percentile rank of weighted context + + score (FRD < 0.1) (Supplementary Table 4). The most significant of the enriched pathways were associated with IL-8 signalling, cell regulation, apoptosis and cell proliferation (Table 2). There were 500 enriched diseases and functions (FDR < 0.1), and these were related to cell death and survival, inflammation and differentiation (Supplementary Table 5).

**TABLE 1:** The predicted target genes with a weighed context ++ score percentile of 99% of the top ten most significant differentially expressed miRNAs.

**miRNA**	***P*-value**	**FDR**	**Fold change**	**Gene targets**
bta-miR-10164-3p	1.38E-58	6.63E-56	7.75	*SFRP1, MRPL51, CD302, CHIC2, DARS1, PGPEP1, SDC2, FAM241A, RTKN2, EFCAB11, ACER2, SLC25A26, MYOZ1, LPGAT1, PFDN4, SH3BGRL, CAMK2N1, CENPP, KLF9, PPP2R2A, UBTD2, PERP, SYPL1, VPS29, ISCA2, ETFA, ACYP2*
bta-miR-21-3p	1.08E-50	2.60E-48	3.65	*TIMM21, ECT2, ACVR1B, SPRING1, FGF2, TSPAN3, SLC7A11, LSM11, TGFA, ZNF22, NDRG2, TRUB1, PCLAF, SDC2, MPLKIP, FBXO22, ARHGAP12, LYPLA1, C10H14orf119, PAK2, CISD1, HOMER1, NR4A2, RTN3, TUBD1, SKP1, PPTC7, ZBTB14, ATP2B1, PDLIM5, RASSF9, ZBTB41, LMO4, FBXO36, RAB14, TMEM170B, BCL7C, RDH11, PDE1A, ATP13A3, ETF1, MGAT4D, SNAP91, BCL7A, NUDT3*
bta-miR-107	2.11E-27	3.39E-25	2.04	*ST13, ATP5F1E, CAB39, RNF38, CBLN3, TMEM47, GPR15, HPGDS, EIF5A2, BIRC5, NUDCD2, EMB, PLEKHF2, SLC25A5, ZNRF2, SUSD6, DICER1, ACVR2B, TMEM170A, PDLIM5, PPP1R15B, ARMT1, STX7, GOPC, AFG1L, SMNDC1, UBE2A, RRAGC, NIPSNAP3A, NTRK2, ANGPTL7, C8H9orf40, NDUFB6, NLN, EID2, ZHX1, PKIA, STXBP6, PDE7A, CPEB3, SMIM13, LRRC34, SEPTIN5, USF3, LAMTOR3, DDAH1, DNAJC3*
bta-miR-11971	8.00E-25	9.62E-23	3.18	*UBR7, TOMM22, XBP1, CCL22, VPS18, YAE1, NDUFS1, ATP5F1E, CAPNS1, TSPAN3, ESCO1, POLR3K, SLC25A34, ELP6, NUDT21, MSL2, RFFL, OPA3, NFAM1, SOCS3, EFNA5, AP3S2, CMTR2, TMEM167B, SYDE2, SLC20A2, DYNLRB1, EMP2, SPOUT1, TMEM183A, RABIF, HECA, RNGTT, UBL4A, SLC30A7, TACR2, ROMO1, SLC31A1, TBXA2R, SMIM5, EXT1, C13H20orf96, PSMB9, PKIA, SNX20, BLOC1S3, C28H10orf105, PCP4L1, KLHL3, BCL7A*
bta-miR-15a	8.24E-23	7.93E-21	1.90	*CCND1, ASF1A, GPR63, NEK9, YIPF4, NAA50, PRKAB2, RNF144B, RNF138, ARL1, TTC19, SMAD7, MOB3B, N4BP1, FGF2, MGAT4A, PIP4P2, NMNAT2, TRUB1, SPRED1, TRIM35, TMEM192, SULT1B1, CDK5R1, IL20RA, PLAG1, FIBIN, PAGR1, ZNF704, RFLNB, PRMT3, SLC20A2, STX7, GNAI3, DR1, MIGA1, PLPP3, SLC35G1, PPP1R11, KATNAL1, FGF9, TBX20, TMEM100, EMC1, TMEM167A, RAB30, GSKIP, DYNLL2, MOB4*
bta-miR-30d	9.04E-22	6.21E-20	−1.66	*FKBP14, YIPF4, PCNP, TUBD1, MAP3K7, GNG10, CAMK2N1, SPIN1, MINDY3, FAM126B, NSG1, PLEKHM3, TMEM107, LSM5, TRIQK, BICD1*
bta-miR-141	9.03E-22	6.21E-20	2.64	*KRR1, NUDCD1, NFYB, TMX4, CCNB1, SPRING1, AP5M1, STX2, CHIC2, HPS3, OSBPL11, PGRMC2, LSM1, PLAG1, SOBP, VPS37A, C20H5orf22, YAF2, C9H6orf120, CISD1, HORMAD2, IGF1, BRI3BP, SERPINC1, RIT1, TENT5C, DR1, SAR1A, REEP3, UBE2D1, ZDHHC21, EID2, TIA1, TMEM107, MEGF10, UBE2V2, RBM7, VTI1B*
bta-miR-339a	5.85E-18	3.52E-16	−1.69	*ALKBH1, BRMS1L, EGLN3, FDXACB1, BCAT1, CRISPLD2, ANKIB1, IGFBP4, FSTL1, PGRMC2, SPTSSA, C9H6orf120, EFNA5, ABRACL, DR1, METTL8, C8H9orf64, APTX, C28H10orf105, RWDD1, MGAT4D, DYNLL2*
bta-miR-744	1.05E-17	5.62E-16	−2.34	*TMOD2, MRPL35, SH3BGRL3, PPIC, PRMT9, C25H16orf54, MRTO4, SOX18, MANBAL, PLA2G2D4, SMIM5, CENPP, TNFRSF9, LY86, FAXC, C22H3orf18, ABHD14B, RBPMS2, RAB31*
bta-miR-502b	3.70E-17	1.78E-15	−2.40	*CHODL, NAA35, LYPD1, PAFAH1B2, RTCA, TRAM1, FAM219A, EIF2B2, HDAC2, SERBP1, SPOPL, ADSS2, CDYL2, IL6ST, BUB3, C11H2orf68, RAP2A, VAMP4, GATAD1, ENDOD1, DYNLL2, SLC7A11, SLC17A5, SMIM13, ADPRM*

**TABLE 2:** Top enriched pathways among the predicted target genes in the 99th percentile rank of weighted context ++ score.

**Ingenuity canonical pathways**	**−log_10_ (B-H *p*-value)**
Unfolded protein response	3.83
IL-8 signalling	2.24
Molecular mechanisms of cancer	2.24
Cell cycle regulation by BTG family proteins	2.24
fMLP signalling in neutrophils	2.21
Cardiac hypertrophy signalling	2.21
PI3K/AKT signalling	2.21
Protein ubiquitination pathway	2.21
Apoptosis signalling	2.21
CXCR4 signalling	2.08
ERK5 signalling	2.08
Cyclins and cell cycle regulation	2.08
IGF-1 signalling	2.08
TGF-β signalling	2.08
Hypoxia signalling in the cardiovascular system	2.05
Glioma invasiveness signalling	2.01
Breast cancer regulation by stathmin1	1.98

The DE miRNAs were predicted by Targetscan to target 465 genes which were previously found to be DE in bronchial lymph node tissue, between these BRSV challenged and control calves (Johnston et al., 2019). Of the DE predicted target genes, 455 had inverse fold changes to that of the corresponding DE miRNAs (Supplementary Table 6). Ingenuity pathway analysis showed that eight pathways were enriched (FDR < 0.1) among the DE predicted target genes with inverse fold changes to those of the corresponding DE miRNAs including: granulocyte and agranulocyte adhesion and diapedesis, interferon signalling and role of pathogen recognition receptors in recognition of bacteria and viruses (Figure 2 and Supplementary Table 7). Interferon signalling, oestrogen-mediated S-phase entry, BAG2 signalling and LXR/RXR were predicted by IPA to be up-regulated (*Z*-Score ≥ 2) (Figure 2). 

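The genes of the interferon signalling pathway in question are BAK1, IFIT1, IFIT3, IFNG and OAS1, and the paper pairs 39 miRNAs with them. Only the miRNA libraries are in the deposited data, so the genes themselves were not measured again. All 39 miRNAs had a negative log2 fold change, and 38 were called lower in the BRSV challenged calves. Fewer of the 39 were called with each calf left out in turn, between 24 and 35. With each calf in turn as the reference of the TMM factors, between 30 and 38 were called (median 31). All 39 were past an FDR of 0.1 when adjusted over the list alone, which is not independent evidence, since the paper chose the list on these libraries. The median log2 fold change was -0.82 over the 31 miRNAs paired with BAK1, of which 30 were called. It was -0.80 over the 8 paired with IFIT1, -1.18 over the 7 paired with IFIT3, -0.76 over the 7 paired with IFNG and -0.76 over the 5 paired with OAS1, all of which were called. A miRNA paired with several genes counts under each. The counts of miR-129 and miR-129-5p are identical in all libraries, so the list holds 38 distinct sets of counts. The strongest decrease was that of miR-7180, with 6.27 ± 1.65 CPM (SD, n = 6) in the control calves, 1.44 ± 0.891 CPM (SD, n = 12) in the BRSV challenged calves and a log2 fold change of -2.07 (SE 0.32, FDR = 1.56e-05). At a higher expression, miR-148b was at 1207 ± 36.8 CPM and 789 ± 58.6 CPM, with a log2 fold change of -0.61 (SE 0.06, FDR = 2.49e-08). The miRNA not called was miR-491, with 3.18 ± 1.27 CPM and 1.76 ± 1.31 CPM, a log2 fold change of -0.80 (SE 0.43) and an FDR of 0.155 over all tested miRNAs from edgeR's quasi-likelihood test.

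**Figure D3:**
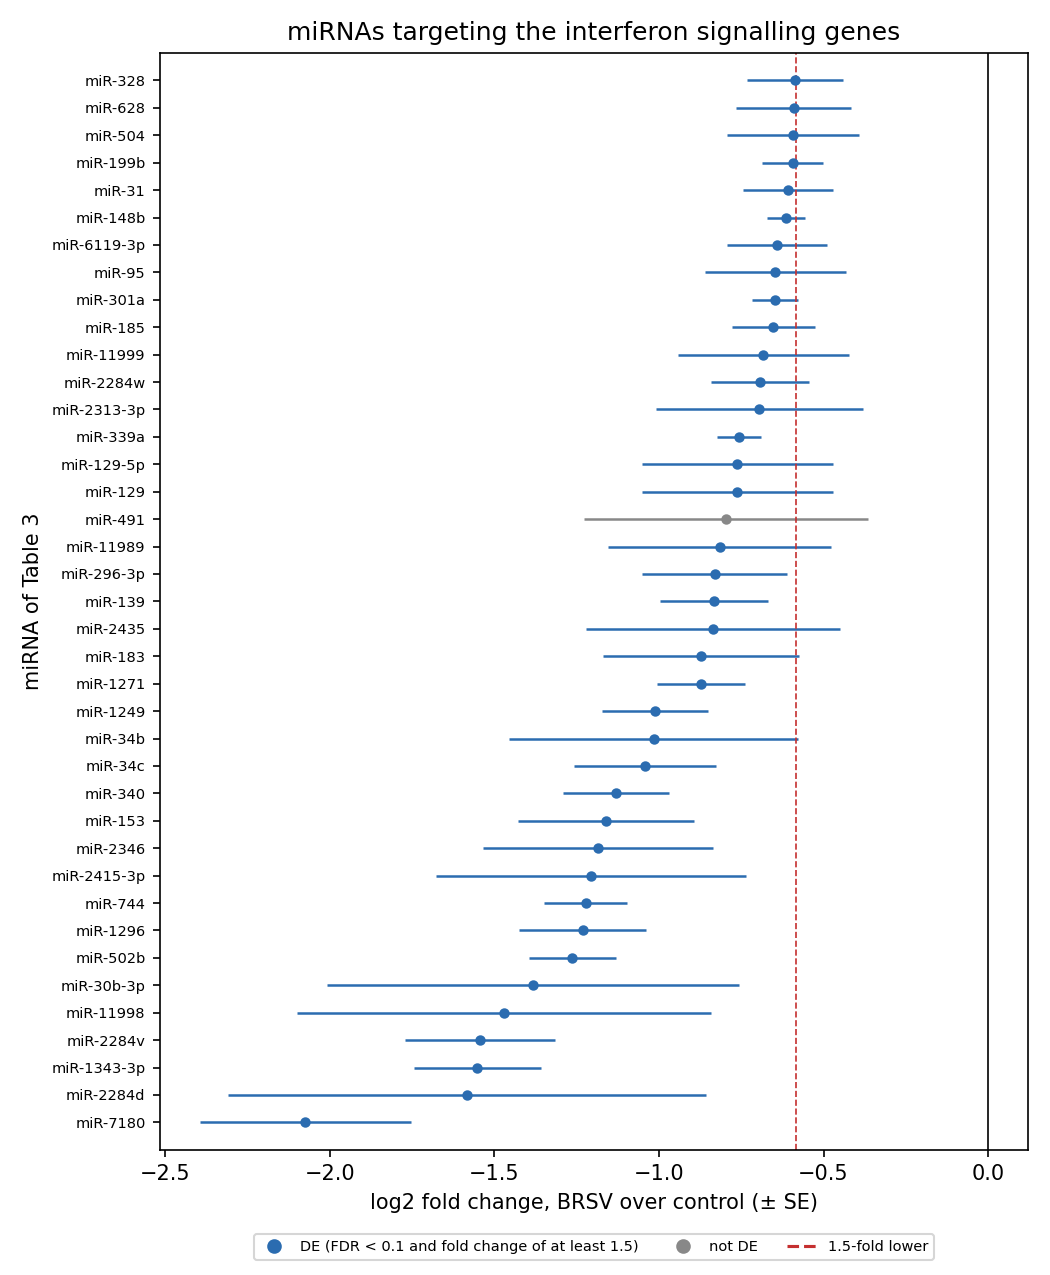
Log2 fold change (BRSV challenged over control calves) of the 39 miRNAs of Table 3, with SE as bars and the fold change threshold as a dashed line. All 39 values are negative, and miR-491, in grey, is the miRNA not called.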

The up-regulated genes within the interferon signalling pathway and the down-regulated miRNAs targeting these genes are presented in Figure 3 and Table 3. There were 500 enriched diseases and functions (FDR < 0.1), and 21 of these functions were predicted by IPA’s regulation *Z*-score algorithm to be increased (including cell survival, lymphocyte response, T cell response and cell death) (*Z*-Score ≥ 2) while four were predicted to be decreased (including morbidity or mortality) (*Z*-Score ≤ −2) (Supplementary Table 8).

**FIGURE 2:**
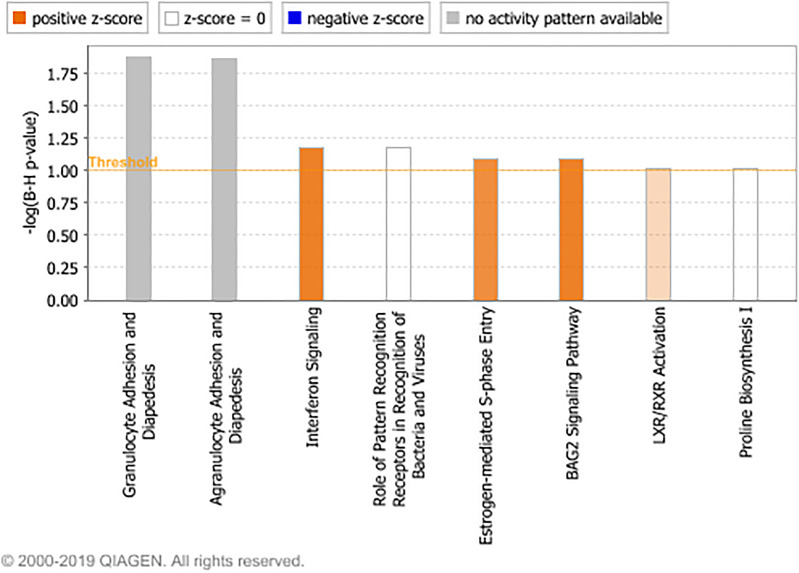
The enriched canonical pathways found in the IPA analysis (*P* < 0.05, FDR < 0.1) among the DE predicted target genes with inverse fold changes to those of the corresponding DE miRNAs. The pathways are shown on the x-axis and the –Log_10_ Benjamini–Hochberg adjusted *p* values are displayed on the y-axis. The threshold is set to one which equals a Benjamini–Hochberg adjusted *p* value of 0.1. Pathways with a positive *z*-score are predicted by IPA to have increased activity and pathways with a negative *z*-score are predicted to have decreased activity.

**FIGURE 3:**
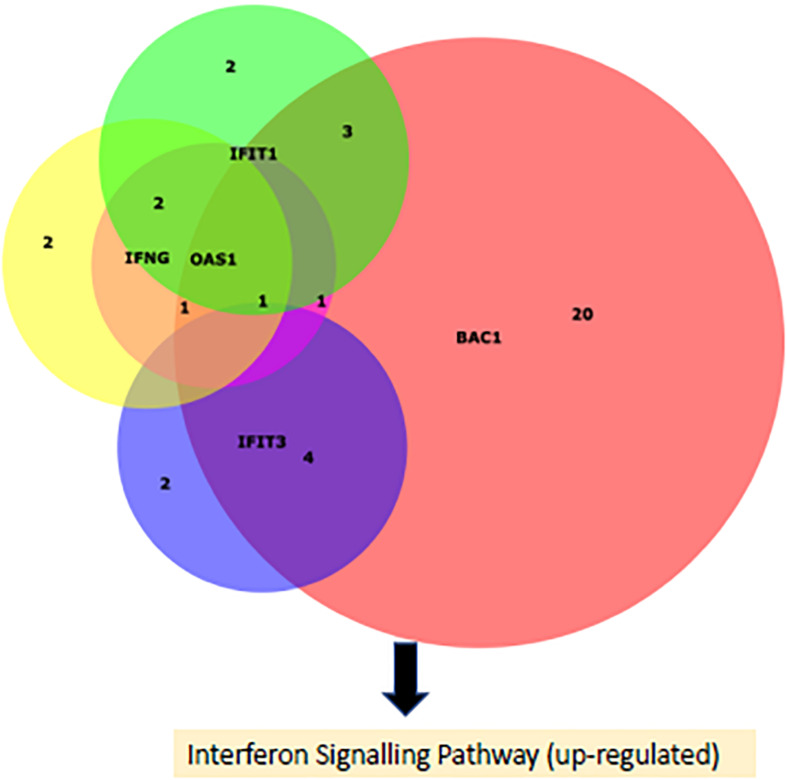
A Venn diagram (Husen et al., 2008) portraying the DE (up-regualted) genes causing the up-regulation of the interferon signalling pathway in the BRSV challenged calves and the number of their targeting DE (down-regulated) miRNAs.

**TABLE 3:** The DE genes within the enriched up-regulated interferon signalling pathway and their DE targeting miRNAs.

**DE Gene**	**Targeting DE miRNA**
*BAK1*	bta-miR-328, bta-miR-504, bta-miR-199b, bta-miR-628, bta-miR-31, bta-miR-148b, bta-miR-6119-3p, bta-miR-95, bta-miR-301a, bta-miR-185, bta-miR-11999, bta-miR-2313-3p, bta-miR-2284w, bta-miR-339a, bta-miR-491, bta-miR-11989, bta-miR-296-3p, bta-miR-2435, bta-miR-1271, bta-miR-183, bta-miR-34b, bta-miR-1249, bta-miR-34c, bta-miR-340, bta-miR-153, bta-miR-2346, bta-miR-744, bta-miR-2415-3p, bta-miR-30b-3p, bta-miR-1343-3p, and bta-miR-7180.
*IFIT1*	bta-miR-148b, bta-miR-2313-3p, bta-miR-129, bta-miR-129-5p, bta-miR-139, bta-miR-183, bta-miR-153, and bta-miR-1296.
*IFIT3*	bta-miR-6119-3p, bta-miR-2284w, bta-miR-183, bta-miR-2346, bta-miR-502b, bta-miR-30b-3p, and bta-miR-11998.
*IFN*γ	bta-miR-328, bta-miR-301a, bta-miR-129, bta-miR-129-5p, bta-miR-183, bta-miR-2284v, and bta-miR-2284d.
*OAS1*	bta-miR-328, bta-miR-129, bta-miR-129-5p, bta-miR-183, and bta-miR-1343-3p.

*The DE genes were all up-regulated in the bronchial lymph node of the BRSV challenged calves and the DE targeting miRNAs were all down-regulated.*

## Discussion

To our knowledge, this is the first study to examine the miRNA transcriptional response in calves to challenge with BRSV. 

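The absolute log2 fold change of the 118 DE miRNAs had a median of 0.93 and lay between 0.59 and 3.65. The largest, that of miR-503-5p, is named because of its value and rests on at most 1 count per library in the control calves and at most 13 in the BRSV challenged calves. The DE miRNAs took a small part of the libraries. On average, the miRNAs called higher took 0.767% of the counts in the control calves and 1.55% in the BRSV challenged calves. The miRNAs called lower took 1.82% and 1.13%. The median log2 fold change of all 481 tested miRNAs was -0.0018.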

The BRSV experimental challenge induced large changes in miRNA transcription with 119 DE miRNA in bronchial lymph node tissue in BRSV challenged compared to control Holstein-Friesian calves. Micro-RNAs are involved in the post transcriptional regulation of biological responses (Wahid et al., 2010) and in innate and adaptive immune mechanisms (Inui and Martello, 2010; O’Connell et al., 2010; Vegh et al., 2013). They play an important regulatory role in the global translation of genes into proteins as they can reduce levels of mRNA by initiating its degradation or they may prevent its translation (Wahid et al., 2010). They have been implicated in bovine disease conditions, host immune responses to pathogens and environmental challenge. For example, the miRNA profile of dry secretions up to 21 days post dry-off has been characterised in pregnant multi-parous Holstein cows, and changes in miRNA expression over-time were associated with pregnancy, lactation, inflammation and disease (Putz et al., 2019). Additionally, twenty-seven miRNAs were identified to be DE between mammary tissues of Holstein cattle experiencing heat stress and normal conditions (Li et al., 2018).

Several studies have reported changes in the expression of bovine miRNAs due specifically to disease status. Twenty-five miRNAs were DE in milk from Holstein Friesian cows infected with mastitis relative to milk from healthy Holstein Friesian cows (Lai et al., 2020). Furthermore, members of the BRDC have been observed to induce miRNA transcriptional alterations including a change in abundance of two miRNAs in serum, due to a bovine viral diarrhoea virus challenge in colostrum deprived, neonate, Holstein calves (Taxis et al., 2017), and variations in the concentrations of four miRNAs associated with a serum antibody response, which indicated exposure to mycoplasma, in beef cattle (Casas et al., 2016). However, while these studies show the involvement of miRNA in multifactorial aspects of animal health, there is no published literature detailing any alterations in transcription of miRNAs due to a specific viral challenge with BRSV, one of the main viral causes of BRD.

Understanding the changes in abundance of miRNAs during an experimental challenge with BRSV leads to important insights into the host transcriptional and regulatory response to infection. BRSV replicates in ciliated airway epithelial cells and type 2 pneumocytes and induces the expression of host pro-inflammatory cytokines which recruit neutrophils and lymphocytes to the lung and causes bronchiolitis and interstitial pneumonia (Guzman and Taylor, 2015). The observed changes in host miRNA abundance induced by the BRSV challenge demonstrates that miRNAs play a role in the recognition of BRSV and the instigation of the host pro-inflammatory anti-viral state during infection with BRSV. This is evident due to an enrichment of specific pathways and functions among the predicted target genes of the DE miRNA. These include Toll-like receptor signalling, IL-8 signalling, apoptosis signalling, role of MAPK signalling in the pathogenesis of Influenza, JAK/Stat signalling, NF-kB signalling, T cell receptor signalling, chemokine signalling, apoptosis, cell death of lung cells, T cell development, and antiviral response of T lymphocytes.

In the current study, the miRNAs which were DE in response to the BRSV challenge infection targeted 455 genes which were DE in the bronchial lymph node of these calves (Johnston et al., 2019) and which had inverse fold changes to those of the DE miRNA. Since the miRNAs reduce the concentration and/or the level of translation of their target mRNA transcripts, the DE miRNAs whose fold changes are inversely related to the fold changes of their target DE mRNAs show a consistent functional response outcome and therefore are the most relevant target mRNAs of the DE miRNAs. These target genes were involved in the recognition of BRSV by pathogen recognition receptors, granulocyte and agranulocyte adhesion, and diapedesis and interferon signalling. These enriched pathways among the DE predicted target genes of the DE miRNA show that miRNAs are important in the transcriptional response to BRSV infection and that the response is broadly similar to that of the host response to human respiratory syncytial virus (HRSV) which is primarily associated with the activation of interferon gamma associated signalling pathways (Vieira et al., 2019) and recruitment of cytotoxic T cells which are capable of destroying virus infected cells and resolving the infection (Griffiths et al., 2017). Furthermore, the host immune response, including the production of pro-inflammatory cytokines and the influx of neutrophils, natural killer cells and cytotoxic T cells, are responsible for the majority of respiratory tissue pathology, rather than virus replication (Griffiths et al., 2017). However, the virus causes some cytopathology, including in bronchial epithelial cells, through the creation of intracytoplasmic inclusion bodies and large multinucleated syncytial cells (Griffiths et al., 2017).

Calves are natural hosts for BRSV, the BRSV calf challenge infection is also considered to be a model system for HRSV infection in infants (Guzman and Taylor, 2015; Zhang et al., 2017). HRSV is an important cause of respiratory disease mortality in children younger than 5 years of age (Scheltema et al., 2017). Globally, HRSV is responsible for the deaths of approximately 60,000 children aged younger than 5 years, per annum (Battles and McLellan, 2019). BRSV and HRSV use their non-structural proteins to supress their host’s induction of an anti-viral type 1 interferon (IFN) response (Guzman and Taylor, 2015). They accomplish this through interference with IFN signal transduction by decreasing the levels of STAT2 (Ramaswamy et al., 2004; Janssen et al., 2007) and inhibiting the activation and nuclear translocation of IFN regulatory factor 3 (Spann et al., 2005). They also use their G and small hydrophobic proteins to evade the host’s innate and acquired immune responses (Guzman and Taylor, 2015), including interference with Toll like receptor signalling (Moore et al., 2008), promotion of a Th2 primed response (Griffiths et al., 2017), the down-regulation of expression of IFNβ and ISG15 (Moore et al., 2008), induction of SOCS protein expression (Moore et al., 2008; Bakre et al., 2012; Zheng et al., 2015) and inhibition of TNF-α signalling (Fuentes et al., 2007). However, we (Johnston et al., 2019) and others (Janssen et al., 2007) have shown that even though BRSV and HRSV can suppress the type 1 interferon anti-viral host response, the host is still capable of mounting a primarily Th1 skewed, interferon dominated, transcriptional immune response, due to the up-regulation of IFN-γ and of interferon stimulated genes. The present study further emphasises the importance of interferon signalling in the host response to BRSV as interferon signalling was predicted to be up-regulated in response to the BRSV experimental challenge among the DE miRNA target genes. Additionally, it highlights an important role of miRNAs in regulating and augmenting the interferon anti-viral response.

In the current study, 39 miRNAs involved in the regulation of the interferon response to BRSV were discovered. Of these DE miRNAs, several of them targeted multiple up-regulated genes involved in the interferon response. *miR-183* targeted *IFNγ*, *IFIT*, *IFIT3*, *BAK1* while *OAS1, miR-328*, and *miR-129-5p* targeted *IFNγ*, *BAK1*, and *OAS1, mir-129* targeted *IFNγ*, *IFIT1*, and *OAS1, miR-1343-3p* targeted *BAK1* and *OAS1, miR-301a* targeted *BAK1* and *IFNγ*, *miR-2284w* and *miR-30b-3p* targeted *BAK1* and *IFIT3*, and *miR-148b, miR-2313-3p*, and *miR-153* targeted *BAK1* and *IFIT1*. Interestingly, these DE miRNAs were all down-regulated, while all their targets were up-regulated. Therefore, these miRNAs are likely involved in regulating the interferon response and a decrease in expression of these miRNAs is conceivably responsible for the increased expression of these genes (*IFNγ*, *IFIT*, *IFIT3*, *BAK1*, and *OAS1*) involved in the interferon response.

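The decreases behind this reasoning differ in how clearly they separate the groups. In 13 of the 39 miRNAs, all 12 BRSV challenged calves were below all 6 control calves. Chance gives this for 0.00539% of miRNAs that were not chosen on these libraries, as the 39 were. In 10 of the 39, the fold change was between 1.5 and 1.6, close to the threshold. With a mean of at least 50 counts, 16 of the 39 were still tested and 11 of these were called. With all 39 tested, the number called was lowest, 12, in glmTreat against 1.5-fold. With each calf left out in turn, between 24 and 35 of the 39 were called, with 24 called without calf S2, 25 called without calf S5 and a negative log2 fold change of all 39 in each of these fits. Without calf S2, 7 of the 39 were past the FDR threshold with a fold change under 1.5, and 8 were not past it. The TMM factors are computed relative to 1 library, by default that of calf S13. With each calf in turn as this reference, an alternative chosen after the data had been examined, between 30 and 38 of the 39 were called (median 31), again with all 39 negative. With the BRSV challenged calves of shed B alone, 19 were called, and with those of shed C alone, 24. With the share of raw reads retained after trimming as a covariate, 26 were called, and miR-30b-3p had a positive log2 fold change. From the lower expression of these miRNAs beside the higher expression of the genes they are predicted to target, the paper proposes that a decrease of the miRNAs is conceivably responsible for the rise of the genes.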

Although there are no published studies to-date detailing the miRNA transcriptional response to BRSV, there are several studies describing changes in miRNA abundances due to HRSV infection, including the up-regulation of the miRNAs; *let-7f*, *miR-24*, *miR-337-3p*, *miR-26b*, and *miR-520a-5p*, and the down-regulation of *miR-198* and *miR-595*, *in vitro*, in a human alveolar epithelial cell line (Bakre et al., 2012). However, the majority of changes in miRNA expression induced by HRSV described in published studies (Leon-Icaza et al., 2019) were not observed in this study. Indeed, several *in vitro* studies have found members of the miR-30 family to be up-regulated in response to HRSV infection (Wu et al., 2020) whereas in this current study, *miR-30b-3p*, *miR-30d*, *miR-30f*, and *miR-30c*, were down-regulated in bovine bronchial lymph node tissue following the *in vivo* experimental challenge with BRSV. 

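The names of the HRSV list were matched to the bovine miRNAs of the deposited table by name. The table has no miR-337-3p, miR-520a-5p, miR-198 or miR-595, so no value can be given for them. The paper does not name an arm for miR-24, and both miR-24 and miR-24-3p are in the table. The quasi-likelihood test called 0 of the 4 tested miRNAs as DE, with 2 at an unadjusted p under 0.05. No call came from edgeR's exact test, DESeq2 or limma voom either. Expression of let-7f was 24867 ± 943 CPM (SD, n = 6) in the control calves and 24413 ± 2044 CPM (SD, n = 12) in the BRSV challenged calves, a log2 fold change of -0.03 (SE 0.06, FDR = 0.779 from edgeR). Its sign was not stable, with a log2 fold change of 0.069 when shed B alone was compared with the control calves. For miR-24 the values were 5.48 ± 1.42 CPM and 5.32 ± 1.92 CPM, with a log2 fold change of -0.04 (SE 0.24) that became 0.036 with shed B alone. Expression of miR-26b was 6819 ± 363 CPM and 6003 ± 501 CPM, a log2 fold change of -0.18 (SE 0.06, FDR = 0.0211 from edgeR), with 8 of the 12 BRSV challenged calves below all control calves. For miR-24-3p the values were 609.7 ± 59.9 CPM and 513 ± 92.7 CPM, with a log2 fold change of -0.25 (SE 0.10, FDR = 0.0690 from edgeR) that became 0.077 with the share of reads retained after trimming as a covariate. The differences of miR-26b and miR-24-3p were past an FDR of 0.1 but below the fold change threshold. The FDR of miR-26b was 0.131 without calf S1, and that of miR-24-3p was above 0.1 without any 1 calf other than S3, S15 and S18, at most 0.244.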

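Of the miR-30 family, 7 mature miRNAs were tested, and all 7 had a negative log2 fold change past an FDR of 0.1 under the TMM scaling, with negative values under each other scaling as well. The fold change threshold was passed by 4 of them, the miRNAs that the paper names. Expression of miR-30d was 5396 ± 369 CPM (SD, n = 6) in the control calves and 3247 ± 216 CPM (SD, n = 12) in the BRSV challenged calves, a log2 fold change of -0.73 (SE 0.06, FDR = 1.08e-09). For miR-30c the values were 3448 ± 193 CPM and 2144 ± 301 CPM, with a log2 fold change of -0.69 (SE 0.08, FDR = 1.23e-06). Calf S8 had 2744 CPM of miR-30c, against 2202 to 2382 CPM in the other calves of shed B. For miR-30f the values were 250.1 ± 54.3 CPM and 154 ± 30.5 CPM, with a log2 fold change of -0.70 (SE 0.14, FDR = 0.000357). The mature sequences of miR-30c and miR-30f are 1 edit apart. Expression of miR-30b-3p was 1.92 ± 1.67 CPM and 0.714 ± 0.855 CPM, with at most 10 counts in any library and a log2 fold change of -1.38 (SE 0.63, FDR = 0.0747). The log2 fold changes of the other members were -0.25 for miR-30b-5p, -0.26 for miR-30e-5p and -0.33 for miR-30a-5p. Leaving out calf S6 left 2 of the members called, since miR-30f fell to a log2 fold change of -0.58, below the threshold, and miR-30b-3p to -0.93 at an FDR of 0.287. The call of miR-30b-3p was also lost without any 1 of calves S5, S7, S8, S9, S10, S12, S13, S16, S17 and S18. With the share of raw reads retained after trimming as a covariate, its log2 fold change was 0.062 at an FDR of 0.962 (FDR between 0.0305 and 0.962 over the alternatives set for it), and 2 members were called, with miR-30f at a log2 fold change of -0.32.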

A possible reason for the inconsistencies observed between changes in expression of miRNAs due to BRSV in this study and previous HRSV studies, may be that this study examined changes in bronchial lymph node tissue from calves while the other studies were performed using cell lines or cultured primary or dendritic cells, *in vitro* (Bakre et al., 2012; Thornburg et al., 2012; Leon-Icaza et al., 2019). 

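Expression of miR-139 was 128 ± 29.4 CPM (SD, n = 6) in the control calves and 71.8 ± 19.3 CPM (SD, n = 12) in the BRSV challenged calves. The log2 fold change was -0.83 (SE 0.16, FDR = 0.000332 from edgeR's quasi-likelihood test), and 9 of the 12 BRSV challenged calves were below all control calves. Calf S6 had 183 CPM, against 98.1 to 129 CPM in the other control calves. With each calf left out in turn, the log2 fold change stayed between -0.87 and -0.68 and miR-139 stayed called. It was not called against a minimum change of 1.5-fold in edgeR's glmTreat, with an FDR of 0.187 (FDR between 7.35e-06 and 0.187 over its alternatives).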

Interestingly, *miR-139* was similarly down-regulated in human bronchial epithelial cell culture due to infection with HRSV (Othumpangat et al., 2012) as in bronchial lymph node tissue due to the BRSV challenge in this present study. Additionally, changes in expression of *miR-30d*, *miR-34b*, and *miR34c*, were consistent between this study and a study which found that these three miRNAs had reduced expression in nasal mucosa from HRSV clinically-infected infant patients compared to healthy controls (Inchley et al., 2015). Furthermore, these three miRNAs were also down-regulated in airway bronchial epithelial cell brushings from asthmatic adult patients (Solberg et al., 2012), which supports their potential importance in respiratory health.

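Expression of miR-34c was 24.4 ± 8.48 CPM (SD, n = 6) in the control calves and 11.9 ± 3.48 CPM (SD, n = 12) in the BRSV challenged calves, a log2 fold change of -1.04 (SE 0.22, FDR = 0.000542). For miR-34b the values were 2.24 ± 1.23 CPM and 1.05 ± 0.657 CPM, a log2 fold change of -1.02 (SE 0.44, FDR = 0.0662). All 12 BRSV challenged calves were below all control calves for miR-30d, 8 of 12 for miR-34c and 5 of 12 for miR-34b. The call of miR-34b was lost without any 1 of calves S1, S5, S6, S12, S15 and S18, with an FDR of at most 0.197, and under 9 of the 17 alternatives that gave it a value. The mature sequences of miR-34b and miR-34c are 1 edit apart. The related miR-449a, miR-449b and miR-449c, which are abundant in multiciliated cells with miR-34b and miR-34c, had log2 fold changes in the opposite direction, with a median of 0.69. Of these, miR-449a (FDR = 0.0219) and miR-449b (FDR = 0.0440) were DE, and miR-449c was not (FDR = 0.174, all from edgeR). Group means were at most 5.15 CPM for miR-449b and 4.73 CPM for miR-449c.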

Currently, there are no licenced vaccines for HRSV, despite more than 50 years of research into potential candidate vaccines (Atherton et al., 2019). Furthermore, despite the existence of several vaccines targeting BRSV since the 1970s, there is a lack of evidence supporting their efficacy in reducing disease incidence or morbidity or mortality (Ellis, 2017). Therefore, knowledge of potential miRNA biomarkers of BRSV based on the host response to challenge infections as in the current study may be beneficial for predicting vaccine candidate outcomes. Furthermore, the development of new therapeutic anti-viral treatments targeting miRNAs which stimulate the pro-inflammatory response would be beneficial as damage induced by the host’s own immune response causes the majority of BRSV induced pathologies observed in respiratory tissues (Valarcher and Taylor, 2007).

The miRNAs involved in the bovine bronchial lymph node response to BRSV elucidated in this study could, following further validation, possibly be used as new diagnostic tools for BRSV since the differently abundant miRNAs may act as biomarkers of BRSV disease exposure. This novel form of diagnostic assay would be particularly useful since BRSV can often present as sub-clinical disease, as was evidenced in the present study. However, despite the observation of only a mild clinical response to BRSV infection in the current study, there were large changes in both mRNA and miRNA transcription in the bronchial lymph node of calves responding to the BRSV challenge. Therefore, the DE miRNAs and the DE mRNAs observed in this study and the previous study (Johnston et al., 2019), could potentially be used to develop a novel diagnostic test for BRSV before full symptoms of the disease manifest.

The miRNAs involved in the calves’ bronchial lymph node global transcriptomic regulatory response to BRSV, and their target genes, likely harbour variants which influence susceptibility to BRD. The identification of microRNAs changed in the challenged BRSV calf model will help to elucidate the complex inflammatory response in BRD and should contribute to our understanding of its pathogenesis. The DE miRNA and their target genes could be interrogated further in large scale longitudinal studies where calves acquire BRD either through natural infection or experimental challenge with other BRD causing pathogens. Following validation, variants in these DE miRNAs and their target genes could be included in genomic selection breeding programmes to contribute to the breeding of healthier cattle with improved resistance to BRD. In conclusion, this is the first report on the miRNA expression profile in BRSV challenged calves and may provide a basis for revealing the regulatory mechanism of BRSV infection and the potential role of miRNAs as biomarkers of BRD diagnosis.

## Data Availability Statement

All sequence data produced in this study has been deposited to NCBI GEO repository and are available through the series accession number GSE151033.

## Ethics Statement

The animal study was reviewed and approved by United Kingdom Animals (Scientific Procedures) Act 1986 and with the approval of the Agri-Food and Biosciences Institute Northern Ireland Ethical Review Committee.

## Author Contributions

SW, JT, JK, BE, and SC conceived and designed the experiments. KL, CD, MM, and SC developed and executed the animal challenge model. DJ, KL, CD, MM, JK, SW, BE, and MM performed the experiments. DJ performed the bioinformatics, analysed the data, and wrote the manuscript. All authors reviewed the manuscript. All authorscontributed to the article and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## References

[B1] AgarwalV.BellG. W.NamJ.-W.BartelD. P. (2015). Predicting effective microRNA target sites in mammalian mRNAs. *eLife* 4:e05005. 10.7554/eLife.05005 26267216PMC4532895

[B2] AthertonL. J.JorqueraP. A.BakreA. A.TrippR. A. (2019). Determining immune and miRNA biomarkers related to respiratory Syncytial Virus (RSV) vaccine types. *Front. Immunol.* 10:2323. 10.3389/fimmu.2019.02323 31649663PMC6794384

[B3] BakreA.MitchellP.ColemanJ. K.JonesL. P.SaavedraG.TengM. (2012). Respiratory syncytial virus modifies microRNAs regulating host genes that affect virus replication. *J. Gen. Virol.* 93(Pt 11), 2346–2356. 10.1099/vir.0.044255-0 22894925PMC3542124

[B4] BattlesM. B.McLellanJ. S. (2019). Respiratory syncytial virus entry and how to block it. *Nat. Rev. Microbiol.* 17 233–245. 10.1038/s41579-019-0149-x 30723301PMC7096974

[B5] BehuraS. K.TiziotoP. C.KimJ.GrupioniN. V.SeaburyC. M.SchnabelR. D. (2017). Tissue tropism in host transcriptional response to members of the bovine respiratory disease complex. *Sci. Rep.* 7:17938. 10.1038/s41598-017-18205-0 29263411PMC5738336

[B6] CasasE.CaiG.KuehnL. A.RegisterK. B.McDaneldT. G.NeillJ. D. (2016). Association of MicroRNAs with antibody response to *Mycoplasma bovis* in beef cattle. *PLoS One* 11:e0161651. 10.1371/journal.pone.0161651 27537842PMC4990326

[B7] CurtisG. C.ArgoC. M.JonesD.Grove-WhiteD. H. (2016). Impact of feeding and housing systems on disease incidence in dairy calves. *Vet. Rec.* 179:512. 10.1136/vr.103895 27803374PMC5299099

[B8] EllisJ. A. (2017). How efficacious are vaccines against bovine respiratory syncytial virus in cattle? *Vet. Microbiol.* 206 59–68. 10.1016/j.vetmic.2016.11.030 28024854

[B9] FriedlanderM. R.MackowiakS. D.LiN.ChenW.RajewskyN. (2012). miRDeep2 accurately identifies known and hundreds of novel microRNA genes in seven animal clades. *Nucleic Acids Res.* 40 37–52. 10.1093/nar/gkr688 21911355PMC3245920

[B10] FuentesS.TranK. C.LuthraP.TengM. N.HeB. (2007). Function of the respiratory syncytial virus small hydrophobic protein. *J. Virol.* 81 8361–8366. 10.1128/JVI.02717-06 17494063PMC1951288

[B11] GershwinL. (2007). Bovine respiratory syncytial virus infection: immunopathogenic mechanisms. *Anim. Health Res. Rev.* 8 207–213. 10.1017/s1466252307001405 18218161

[B12] GrahamD. A.FosterJ. C.MawhinneyK. A.ElvanderM.AdairB. M.MerzaM. (1999). Detection of IgM responses to bovine respiratory syncytial virus by indirect ELISA following experimental infection and reinfection of calves: abolition of false positive and false negative results by pre-treatment of sera with protein-G agarose. *Vet. Immunol. Immunopathol.* 71 41–51. 10.1016/s0165-2427(99)00086-010522785PMC7119899

[B13] GriffithsC.DrewsS. J.MarchantD. J. (2017). Respiratory syncytial virus: infection, detection, and new options for prevention and treatment. *Clin. Microbiol. Rev.* 30 277–319. 10.1128/cmr.00010-16 27903593PMC5217795

[B14] Griffiths-JonesS.SainiH. K.van DongenS.EnrightA. J. (2008). miRBase: tools for microRNA genomics. *Nucleic Acids Res.* 36 D154–D158. 10.1093/nar/gkm952 17991681PMC2238936

[B15] GuzmanE.TaylorG. (2015). Immunology of bovine respiratory syncytial virus in calves. *Mol. Immunol.* 66 48–56. 10.1016/j.molimm.2014.12.004 25553595

[B16] HusenT.de VliegJ.AlkemaW. (2008). BioVenn - a web application for the comparison and visualization of biological lists using area-proportional Venn diagrams. *BMC Genom.* 9:488. 10.1186/1471-2164-9-488 18925949PMC2584113

[B17] InchleyC. S.SonerudT.FjærliH. O.NakstadB. (2015). Nasal mucosal microRNA expression in children with respiratory syncytial virus infection. *BMC Infect. Dis.* 15:150. 10.1186/s12879-015-0878-z 25884957PMC4387708

[B18] InuiM.MartelloG. S. (2010). MicroRNA control of signal transduction. *Nat. Rev. Mol. Cell Biol.* 11 252–263. 10.1038/nrm2868 20216554

[B19] JanssenR.PenningsJ.HodemaekersH.BuismanA.van OostenM.de RondL. (2007). Host transcription profiles upon primary respiratory Syncytial Virus infection. *J. Virol.* 81 5958–5967. 10.1128/jvi.02220-06 17376894PMC1900269

[B20] JohnstonD.EarleyB.CormicanP.MurrayG.KennyD. A.WatersS. M. (2017). Illumina MiSeq 16S amplicon sequence analysis of bovine respiratory disease associated bacteria in lung and mediastinal lymph node tissue. *BMC Vet. Res.* 13:118. 10.1186/s12917-017-1035-2 28464950PMC5414144

[B21] JohnstonD.EarleyB.McCabeM. S.LemonK.DuffyC.McMenamyM. (2019). Experimental challenge with bovine respiratory syncytial virus in dairy calves: bronchial lymph node transcriptome response. *Sci. Rep.* 9:14736. 10.1038/s41598-019-51094-z 31611566PMC6791843

[B22] JohnstonD.KennyD. A.McGeeM.WatersS. M.KellyA. K.EarleyB. (2016). Electronic feeding behavioural data as indicators of health status in dairy calves. *Irish J. Agric. Food Res.* 55 159–168. 10.1515/ijafr-2016-0016

[B23] KrämerA.GreenJ.PollardJ.TugendreichS. (2014). Causal analysis approaches in ingenuity pathway analysis. *Bioinformatics* 30 523–530. 10.1093/bioinformatics/btt703 24336805PMC3928520

[B24] LaiY.-C.LaiY.-T.RahmanM. M.ChenH.-W.HusnaA. A.FujikawaT. (2020). Bovine milk transcriptome analysis reveals microRNAs and RNU2 involved in mastitis. *FEBS J.* 287 1899–1918. 10.1111/febs.15114 31663680

[B25] LangmeadB.TrapnellC.PopM.SalzbergS. (2009). Ultrafast and memory-efficient alignment of short DNA sequences to the human genome. *Genome Biol.* 10:R25.1926117410.1186/gb-2009-10-3-r25PMC2690996

[B26] LawlessN.VeghP.O’FarrellyC.LynnD. J. (2014). The role of microRNAs in bovine infection and immunity. *Front. Immunol.* 5:611. 10.3389/fimmu.2014.00611 25505900PMC4245999

[B27] Leon-IcazaS. A.ZengM.Rosas-TaracoA. G. (2019). microRNAs in viral acute respiratory infections: immune regulation, biomarkers, therapy, and vaccines. *ExRNA* 1:1. 10.1186/s41544-018-0004-7PMC714910934171007

[B28] LiQ.YangC.DuJ.ZhangB.HeY.HuQ. (2018). Characterization of miRNA profiles in the mammary tissue of dairy cattle in response to heat stress. *BMC Genom.* 19:975. 10.1186/s12864-018-5298-1 30593264PMC6309072

[B29] LuorengZ.-M.WangX.-P.MeiC.-G.ZanL.-S. (2018). Comparison of microRNA profiles between bovine mammary glands infected with *Staphylococcus aureus* and *Escherichia coli*. *Intern. J. Biol. Sci.* 14 87–99. 10.7150/ijbs.22498 29483828PMC5821052

[B30] MartinM. (2011). Cutadapt removes adapter sequences from high-throughput sequencing reads. *EMBnet. J.* 17:10. 10.14806/ej.17.1.200

[B31] MooreE. C.BarberJ.TrippR. A. (2008). Respiratory syncytial virus (RSV) attachment and nonstructural proteins modify the type I interferon response associated with suppressor of cytokine signaling (SOCS) proteins and IFN-stimulated gene-15 (ISG15). *Virol. J.* 5:116. 10.1186/1743-422X-5-116 18851747PMC2577635

[B32] MurrayG. M.MoreS. J.SamminD.CaseyM. J.McElroyM. C.O’NeillR. G. (2017). Pathogens, patterns of pneumonia, and epidemiologic risk factors associated with respiratory disease in recently weaned cattle in Ireland. *J. Vet. Diagn. Invest.* 29 20–34. 10.1177/1040638716674757 28074713

[B33] NeibergsH. L.SeaburyC. M.WojtowiczA. J.WangZ.ScraggsE.KiserJ. N. (2014). Susceptibility loci revealed for bovine respiratory disease complex in pre-weaned holstein calves. *BMC Genom.* 15:1164. 10.1186/1471-2164-15-1164 25534905PMC4445561

[B34] O’ConnellR. M.RaoD. S.ChaudhuriA. A.DavidB. (2010). Physiological and pathological roles for microRNAs in the immune system. *Nat. Rev. Immunol.* 10 111–122. 10.1038/nri2708 20098459

[B35] OthumpangatS.WaltonC.PiedimonteG. (2012). MicroRNA-221 modulates RSV replication in human bronchial epithelium by targeting NGF expression. *PLoS One* 7:e30030. 10.1371/journal.pone.0030030 22272270PMC3260191

[B36] PutzE. J.PutzA. M.JeonH.LippolisJ. D.MaH.ReinhardtT. A. (2019). MicroRNA profiles of dry secretions through the first three weeks of the dry period from Holstein cows. *Sci. Rep.* 9:19658. 10.1038/s41598-019-56193-5 31873189PMC6928067

[B37] RamaswamyM.ShiL.MonickM. M.HunninghakeG. W.LookD. C. (2004). Specific inhibition of Type I interferon signal transduction by respiratory Syncytial Virus. *Am. J. Respir. Cell Mol. Biol.* 30 893–900. 10.1165/rcmb.2003-0410OC 14722224

[B38] RimaB.CollinsP.EastonA.FouchierR.KurathG.LambR. A. (2017). ICTV Virus taxonomy profile: pneumoviridae. *J. Gen. Virol.* 98 2912–2913. 10.1099/jgv.0.000959 29087278PMC5775899

[B39] RobinsonM.OshlackA. (2010). A scaling normalization method for differential expression analysis of RNA-seq data. *Genome Biol.* 11:R25.2019686710.1186/gb-2010-11-3-r25PMC2864565

[B40] RobinsonM. D.McCarthyD. J.SmythG. K. (2010). edgeR: a Bioconductor package for differential expression analysis of digital gene expression data. *Bioinformatics* 26 139–140. 10.1093/bioinformatics/btp616 19910308PMC2796818

[B41] ScheltemaN. M.GentileA.LucionF.NokesD. J.MunywokiP. K.MadhiS. A. (2017). Global respiratory syncytial virus-associated mortality in young children (RSV GOLD): a retrospective case series. *Lancet Glob. Health* 5:e00984–91.10.1016/S2214-109X(17)30344-3PMC559930428911764

[B42] SolbergO. D.OstrinE. J.LoveM. I.PengJ. C.BhaktaN. R.HouL. (2012). Airway epithelial miRNA expression is altered in asthma. *Am. J. Respir. Crit. Care Med.* 186 965–974. 10.1164/rccm.201201-0027OC 22955319PMC3530212

[B43] SpannK. M.TranK. C.CollinsP. L. (2005). Effects of nonstructural proteins NS1 and NS2 of human respiratory syncytial virus on interferon regulatory factor 3, NF-kappaB, and proinflammatory cytokines. *J. Virol.* 79 5353–5362. 10.1128/JVI.79.9.5353-5362.2005 15827150PMC1082743

[B44] SudaryatmaP. E.NakamuraK.MekataH.SekiguchiS.KuboM.KobayashiI. (2018). Bovine respiratory syncytial virus infection enhances *Pasteurella multocida* adherence on respiratory epithelial cells. *Vet. Microbiol.* 220 33–38. 10.1016/j.vetmic.2018.04.031 29885798PMC7117154

[B45] TaxisT. M.BauermannF. V.RidpathJ. F.CasasE. (2017). Circulating MicroRNAs in serum from cattle challenged with bovine viral diarrhea Virus‡. *Front. Genet.* 8:91. 10.3389/fgene.2017.00091 28702050PMC5487392

[B46] TaylorJ. D.FultonR. W.LehenbauerT. W.StepD. L.ConferA. W. (2010). The epidemiology of bovine respiratory disease: what is the evidence for predisposing factors? *Can. Vet. J.* 51 1095–1102.21197200PMC2942046

[B47] ThornburgN. J.HaywardS. L.CroweJ. E.Jr. (2012). Respiratory syncytial virus regulates human microRNAs by using mechanisms involving beta interferon and NF-κB. *mBio* 3:e00220–12. 10.1128/mBio.00220-12 23249809PMC3529541

[B48] TiziotoP. C.KimJ.SeaburyC. M.SchnabelR. D.GershwinL. J.Van EenennaamA. L. (2015). Immunological response to single pathogen challenge with agents of the bovine respiratory disease complex: an RNA-sequence analysis of the bronchial lymph node transcriptome. *PLoS One* 10:e0131459. 10.1371/journal.pone.0131459 26121276PMC4484807

[B49] ValarcherJ.-F.TaylorG. (2007). Bovine respiratory syncytial virus infection. *Vet. Res.* 38 153–180.1725756810.1051/vetres:2006053

[B50] VeghP.ForoushaniA. B. K.MageeD. A.McCabeM. S.BrowneJ. A.NalpasN. C. (2013). Profiling microRNA expression in bovine alveolar macrophages using RNA-seq. *Vet. Immunol. Immunopathol.* 155 238–244. 10.1016/j.vetimm.2013.08.004 24021155

[B51] VieiraS. E.BandoS. Y.de PaulisM.OliveiraD. B. L.ThomazelliL. M.DurigonE. L. (2019). Distinct transcriptional modules in the peripheral blood mononuclear cells response to human respiratory syncytial virus or to human rhinovirus in hospitalized infants with bronchiolitis. *PLoS One* 14:e0213501. 10.1371/journal.pone.0213501 30845274PMC6405118

[B52] WahidF.ShehzadA.KhanT.KimY. Y. (2010). MicroRNAs: synthesis, mechanism, function, and recent clinical trials. *Biochim. Biophys. Acta Mol. Cell Res.* 1803 1231–1243. 10.1016/j.bbamcr.2010.06.013 20619301

[B53] WuW.ChoiE.-J.LeeI.LeeY. S.BaoX. (2020). Non-Coding RNAs and their role in Respiratory Syncytial Virus (RSV) and Human Metapneumovirus (hMPV) infections. *Viruses* 12:345. 10.3390/v12030345 32245206PMC7150941

[B54] ZhangB.ChenL.SilacciC.ThomM.BoyingtonJ. C.DruzA. (2017). Protection of calves by a prefusion-stabilized bovine RSV F vaccine. *NPJ Vac.* 2:7. 10.1038/s41541-017-0005-9 29021918PMC5627276

[B55] ZhengJ.YangP.TangY.PanZ.ZhaoD. (2015). Respiratory Syncytial Virus nonstructural proteins upregulate SOCS1 and SOCS3 in the different manner from endogenous IFN signaling. *J. Immunol. Res.* 2015:738547. 10.1155/2015/738547 26557722PMC4628668

How the deposited data were processed for this re-analysis (not part of the article)

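Small RNA was sequenced from the bronchial lymph nodes of 18 calves 7 days after the challenge, with 1 library per calf. The sample labels give 6 control calves in shed A, 6 BRSV challenged calves in shed B and 6 BRSV challenged calves in shed C, so that shed and challenge cannot be told apart between BRSV challenged and control calves. For calf S7, the title of the sample names the control group and its treatment field names BRSV and shed B. It was taken as BRSV challenged, since the group sizes and the MDS plot of the paper place it there. The grouping was fixed before any count was read.

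The authors trimmed, filtered, aligned and counted the reads with cutadapt, Bowtie and miRDeep2, and the deposited table holds estimated counts of reads per mature miRNA, as deposited, without normalization. Values that are not whole were present for 65 of the 1030 miRNAs listed, of which 56 were among those tested, and all values were rounded to whole counts. The paper's text does not say how reads from several precursors were combined. The paper's Supplementary Tables 1, 2 and 3 gave the reads per library, the authors' DE miRNAs and mature sequences. Edits between mature sequences leave out bases that overhang at an end. Sequences were at hand for 24.1% of the tested miRNAs, so a correction for GC content and length was not made. No row name was repeated in the table, so none had to be summed. Positions of miRNA genes came from the gene table of the annotation at hand, of another assembly than the UMD3.1 used by the authors, and were used only to find miRNA genes within 10 kb of each other.

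The 481 miRNAs with at least 1 CPM in at least 6 libraries were tested in R 4.3.3 with edgeR 4.0.16, with TMM factors and the quasi-likelihood test. A miRNA was called DE at a Benjamini-Hochberg FDR below 0.1 and a fold change of at least 1.5, the thresholds of the paper. CPM values use TMM-scaled library sizes. The total count of a library was between 1380232 and 2791506, and 1 CPM was between 1.396 and 2.72 counts. Counts of sequenced reads are not independent molecules, so no interval for counting error is given for single libraries. Measures of the libraries were compared by exact permutation over all splits of the 18 calves into 6 and 12, and the separation in the MDS plot by the ratio of the mean distance between groups to that within groups, permuted in the same way. Differences between the arms of a precursor were tested by the same permutation of the 5p minus 3p difference in log2 CPM, computed with a prior count of 2. Groups of at least 5 tested miRNAs of neighbouring genes, with both arms of a precursor counted, were tested as sets with fry in limma 3.58.1 at an FDR of 0.05. MiRNAs whose name matched genes in more than 1 place were left out of these groups. The numbers of DE miRNAs, of called miRNAs of each list and of neighbour groups past the threshold were also counted on 100 splits of the calves, the real one included.

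The miRNAs named were those of Table 1, Table 3 and the discussion, the 5 with the largest increases and the 5 with the largest decreases among the DE miRNAs with a mean of at least 5 CPM, the miRNAs of Supplementary Table 2 that were not called, called neighbours within 10 kb with opposite directions, and arms of 1 precursor called in opposite directions. The values of Supplementary Table 2 had been seen before this rule was set. Lists of miRNAs abundant in epithelium, multiciliated cells, erythrocytes and muscle were set down after the changes of miR-141, miR-34b and miR-34c had been seen.

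The alternatives were edgeR's exact test, DESeq2 1.42.0, limma voom, robust quasi-likelihood estimation, glmTreat against 1.5-fold, no fold change threshold, an FDR of 0.05, no filter, a mean of at least 50 counts, 4 other scalings (RLE factors, upper quartile factors, library totals and mapped reads), libraries thinned to the smallest total, each BRSV shed alone, the share of reads retained after trimming as a covariate, identical miRNAs collapsed, and each calf left out in turn. Tests on counts that were not rounded, the leaving out of calves for named miRNAs and library measures, and each calf as the TMM reference were added after the data had been examined. The quasi-likelihood test, edgeR's exact test, DESeq2 and limma voom were tested on simulated data of the same design, and each of these recovered most of the simulated changes with few false calls. The target gene and pathway results of the paper have no data in the deposited table and were left out.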

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

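The tests of single calves, of neighbouring miRNA genes and of the arms of precursors in this part were chosen only after the result was seen.

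In 12 of 204 groups of values of named miRNAs and library measures, 1 calf lay far from the other 5 calves of its group, where chance gives 10.2. Among the control calves, S4 had 615 CPM of miR-21-3p (others 355 to 439), and S6 had 1403 CPM of miR-107 (others 1223 to 1282), 183 CPM of miR-139 (others 98.1 to 129) and a low value of 1665 CPM of miR-199b (others 2446 to 2886). In shed B, S10 had 85.6 CPM of miR-504 (others 24.7 to 43.0), S12 had 8.49 CPM of miR-628 (others 5.61 to 6.45), S7 had 1.15 CPM of miR-2284d (others 0), S8 had 2744 CPM of miR-30c (others 2202 to 2382) and S9 had 3279.7 CPM of miR-12030 (others 512 to 825). In shed C, S14 had 44.3 CPM of miR-1343-3p (others 23.8 to 31.2), and S15 had 10.8 CPM of miR-2415-3p (others 1.91 to 5.11) and a low value of 2859 CPM of miR-15a (others 3399 to 3684). Over all tested miRNAs, 95 of 1443 such groups, 6.58%, held a calf set apart. The 12 values may therefore be what chance alone gives. Calf S9 stood apart for 3 of the tested miRNAs, fewer than the 12 of calves S4 and S13, which argues only against a deviation that shifts many miRNAs as the source of its miR-12030 value. Its library had the lowest mapped share, 82.4%, and the second lowest retained share, 40.9%; that of S10 was lower, at 40.0%, with 512 CPM of miR-12030. With the retained share as a covariate, the log2 fold change of miR-12030 was 1.68, so a link of miR-12030 with library quality stays open. A biological difference of single calves stays open and was not tested.

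Of 5 groups of miRNA genes that lie within 10 kb of a neighbour, a result the paper does not report, 3 rose together in the BRSV challenged calves. The group of miR-424, miR-450, miR-503 and miR-542 had 7 of 7 members higher, 5 of them DE, with a median log2 fold change of 0.81 (set test FDR = 0.000445 from limma). The group of miR-127, miR-136, miR-432, miR-433, miR-493 and miR-665 had 6 of 6 higher, 3 of them DE, with a median of 0.72 (FDR = 0.0102). The group of miR-17 (both arms), miR-18a, miR-19a and miR-20a had 5 of 5 higher, none DE, with a median of 0.17 (FDR = 0.000445). Under upper quartile factors, 4 of these 5 were higher. MiRNAs whose name matched genes in more than 1 place were left out of every group, so the groups may lack members. Expression of miR-19b, in none of the groups, was 1181 to 1403 CPM in the control calves and 993 to 1341 CPM in the BRSV challenged calves. Only 1 of 100 splits of the calves, the real one, gave as many groups, which argues against a chance split of the calves as the source. Sets of miRNAs that are not neighbours were not compared. The splits therefore cannot tell whether neighbours change together more than other miRNAs do. With 1 member per numbered family the set test FDR of the group of miR-450b was 0.0153, which argues against reads shared within a family as the whole source of its rise. The other 2 of these groups have no members of 1 numbered family apart from arms, so reads shared between their members were not tested. With the share of reads retained after trimming as a covariate, the set test FDR was 0.00399 for the group of miR-450b and 0.0229 for that of miR-127, which argues against that share as the whole source. It was 0.142 for the group of miR-17-5p, where the share and the challenge cannot be told apart, since the share itself differs between the groups. The shed, a change in cell composition and a change in transcription of the groups stay open and were not tested for these groups.

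Of 39 precursors with both arms tested, which the paper does not compare, 14 had a 5p minus 3p difference that changed between BRSV challenged and control calves at an adjusted p below 0.05 (exact permutation tests). In 8 of them (miR-362, miR-21, miR-424, miR-1388, miR-22, miR-423, miR-142 and miR-199a) all 12 BRSV challenged calves lay beyond all 6 control calves, which chance gives for 0.0108% of pairs. The adjusted p from the exact permutation test was 0.000525 for miR-199a and 0.000300, the smallest found here, for the other 7. The difference of miR-21 was 6.56 in the control calves and 5.21 in the BRSV challenged calves on the log2 scale. The rarer arm gained in 7 of the 14, and 3 of the 14 changed by at least 1 on the log2 scale. A mean of at least 50 counts on the rarer arm was found in 8 of the 14, so few counts on the rarer arm are not the whole source. The median size of the change in the 5p minus 3p difference was 0.77 over the 14. The median difference between the fitted log2 fold changes of the arms was 0.84, and 0.65 with the retained share as a covariate, so most of the latter was not removed with that share. A change in processing or decay of the arms, in cell composition, and the shed stay open and were not tested.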

How the results depend on the processing

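The tests with each calf as the TMM reference, those on counts that were not rounded and those that left out calves for named miRNAs and library measures were chosen only after the result was seen; the other alternatives were set before the data were examined.

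All 10 miRNAs of Table 1 were called under the 18 alternatives set beforehand, on counts that were not rounded and with each calf left out, and were not counted with other TMM references. The number of DE miRNAs, 118, was between 94 and 124 under the alternatives other than the following 3. With glmTreat against 1.5-fold, 48 were called (32 higher, 16 lower). These held 12 interferon miRNAs, 1 of the miR-30 family and 1 of miR-139, miR-34b and miR-34c. A fold change near 1.5 cannot pass that test. Larger changes also lost the call, such as those of miR-139 (log2 fold change -0.83), miR-34b (-1.02) and miR-30b-3p (-1.38). That test weighs the part of a change beyond 1.5-fold against its error, and the SE of these log2 fold changes was 0.16, 0.44 and 0.63. The part of the SE in these losses was not tested separately. Without a fold change threshold, 202 were called (101 higher, 101 lower), with 7 of the miR-30 family and 2 of the HRSV miRNAs, as more miRNAs can then be called. With a mean of at least 50 counts, 43 of 213 tested were called (26 higher, 17 lower). These held 11 of the 16 interferon miRNAs still tested and 1 of miR-139, miR-34b and miR-34c. Fewer miRNAs were tested, but 49 of the 118 calls were still tested, and 43 of these were kept. Why the others of these 49 lost their call was not tested. With shed B alone, 31 were called as lower, with 19 interferon miRNAs and 2 of the miR-30 family; with shed C alone, 24 interferon miRNAs were called. The cause was not tested. With the retained share as a covariate, 2 of the miR-30 family were called; the cause was not tested. With shed C alone, the share of the 10 most abundant miRNAs was 2.13 percentage points higher than in the control calves; the cause was not tested.

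With each calf left out in turn, 100 to 121 miRNAs were called, with 61 to 73 higher and 34 to 51 lower. Of the interferon list 24 to 35 were called, of the miR-30 family 2 to 4, and of miR-139, miR-34b and miR-34c 2 to 3. The lowest interferon counts were 24 without calf S2 and 25 without calf S5, and 2 of the miR-30 family were called without calf S6. The MDS ratio was 1.27 to 1.31. The difference in the share of the 10 most abundant miRNAs was 0.73 to 1.26 percentage points, lowest without calf S15, and that in detected miRNAs was -15.0 to -5.63, nearest to 0 without calf S4. No HRSV miRNA was called by edgeR in these fits, and none between shed B and shed C.

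With each of the 18 calves as the TMM reference, 110 to 118 miRNAs were called, of which 108 to 118 were among the 118, and 30 to 38 of the interferon list. Calls close to the fold change threshold therefore depend on the reference. Leaving out a calf can also change the reference, which may add to the drop to 24 without calf S2, where the reference was S5 in place of S13.

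For single miRNAs, 1049 values were computed for 60 named miRNAs over 18 alternatives. Of these 897 kept direction and call, 132 lost the call, 12 gained it and 8 changed sign. The log2 fold change of let-7f became 0.015 with a mean of at least 50 counts, 0.0037 in thinned libraries, 0.069 with shed B alone and 0.0072 with identical miRNAs collapsed. That of miR-24 became 0.036 with shed B alone and 0.023 with the covariate. With the covariate, miR-30b-3p became 0.062 and miR-24-3p became 0.077. The cause was not tested. With each calf left out, let-7f was between -0.026 and 0.022 and miR-24 between -0.086 and 0.063.

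In thinned libraries of 1380232 counts, 97 miRNAs were called. Of the 34 DE miRNAs with a mean below 5 CPM, 21 were called there, and of the other 84, 71 were called. No scaling moved the median log2 fold change of all tested miRNAs by over 0.1. Summing of repeated names was not run, since no name was repeated, and a correction for GC content and length was not run, since sequences were at hand for 24.1% of the tested miRNAs. No paired analysis was possible because each calf gave 1 library and calves were not matched between groups.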

Differences from the paper's values

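The test on counts that were not rounded was chosen only after the result was seen.

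No count or log2 fold change that the paper states differed from the value here beyond the error or by over 1.5 times. The paper gives 119 DE miRNAs, 67 higher and 52 lower, and the quasi-likelihood test gave 118, 67 and 51. Of the miRNAs in the paper's Supplementary Table 2, 2 were not called here. For miR-491, which the paper lists as lower, the log2 fold change was -0.80 at an FDR of 0.155. It was called with edgeR's exact test (FDR = 0.0968), with limma voom and without calf S18. For miR-10225b, which the paper lists as higher, the log2 fold change was 0.87 at an FDR of 0.108. It was called with edgeR's exact test (FDR = 0.0898), DESeq2, RLE factors, library totals, mapped reads, thinned libraries, shed B alone and identical miRNAs collapsed, and without each of calves S6, S10, S13, S14 and S18. In turn, miR-6536 was called here (log2 fold change 1.26, FDR = 0.0678) and is not in the paper's list. The exact test, which the paper's methods name, gave 119 DE miRNAs, 67 higher and 52 lower, and called all 39 miRNAs of the interferon list, which the quasi-likelihood test called in 38 cases. On counts that were not rounded, an alternative chosen after the values were seen, the exact test called the 119 miRNAs of Supplementary Table 2 and dropped 0 of them, and the quasi-likelihood test called 119, with 68 higher.

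The paper presents the miRNAs of Table 1 as those with the strongest evidence. In the quasi-likelihood test, 9 of the 10 were among the 10 smallest p. The tenth place differed, with miR-148b at rank 9 and miR-502b at rank 11. With edgeR's exact test all 10 were among the 10 smallest.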

Other observations

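The tests of depth, of the retained share, of the sheds and of other splits for the number of DE miRNAs were planned, and the other tests in this part were chosen only after the result was seen.

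The number of DE miRNAs between BRSV challenged and control calves was reached by 1 of 100 splits of the 18 calves, the real one. The highest other split gave 5 calls and 92 of the others gave none, so chance can be excluded. The real split was also the only 1 of 100 to reach the called numbers for Table 1, the interferon list, the miR-30 family, and miR-139, miR-34b and miR-34c, but the paper named these on the same libraries, so that these counts say nothing about chance. For the HRSV miRNAs, 100 of 100 splits gave as many calls, which any split must when 0 are called, so this count says nothing about chance.

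The BRSV libraries had fewer miRNA counts, with a difference in means of -587882, and a difference in mean raw reads of -170155 that was not past the threshold (exact permutation p = 0.548). This argues against a lower number of sequenced reads as the whole source. After thinning of all libraries to the smallest total, 92 of the 118 calls were kept, which argues against depth as the source of most calls. With the retained share as a covariate, the median log2 fold change of the called miRNAs in their called direction was 1.02, and 0.93 without it, and 117 of the 118 kept their direction. This argues against that share as the source of the changes as a whole, although 85 of the 118 stayed called. Within the BRSV challenged calves, edgeR's quasi-likelihood test called 0 miRNAs between shed B and shed C, with 31 at an unadjusted p under 0.05, and edgeR's exact test, DESeq2 and limma voom gave 27, 29 and 28. As many calls came from 100 of 100 splits of these calves, which a count of 0 makes certain. At least 31 miRNAs at an unadjusted p under 0.05 were found in 19 of the 100 splits, so chance cannot be excluded for that number. All control calves were in shed A, so a difference between shed A and the other sheds and the BRSV challenge cannot be told apart.

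A candidate explanation for the rise of miR-141 is epithelial cells in the lymph nodes. The list for epithelium had 4 tested miRNAs with a median log2 fold change of 0.39, and without miR-141 the median was 0.074, that of miR-200a, with miR-200c at -0.37 and miR-429 at 0.70. The 5 other miRNAs of the list that are in the table summed to 6.73 ± 1.75 CPM (SD, n = 6) in the control calves and 6.05 ± 2.22 CPM (SD, n = 12) in the BRSV challenged calves, a difference of -0.68 CPM, while miR-141 gained 99.1 CPM. This argues against epithelial cells as the source of the rise. The shed and a change within lymph node cells stay open and were not tested. The fall of miR-34b and miR-34c is not what a loss of multiciliated cells would give, since the miR-449 members of that list rose (median 0.69, all 3 higher under every scaling tried). With the retained share as a covariate all 3 stayed higher, but only miR-449a was past an FDR of 0.1 (FDR = 0.0825 from edgeR). The whole list had a median of 0.62, and miR-34b and miR-34c are also on the paper's lists. The list for erythrocytes had a median of -0.30 and that for muscle a median of 0.23, with no DE miRNA in either. With the retained share as a covariate, 3 of the 4 muscle miRNAs were past both thresholds, with log2 fold changes of 0.65 for miR-143 (FDR = 0.0184 from edgeR), 1.04 for miR-133a (FDR = 0.0632) and 1.30 for miR-133b (FDR = 0.0859). The other, miR-145, was at 0.013 (FDR = 0.967 from edgeR), so the list did not rise as a whole.

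The group of miR-188, miR-362, miR-500, miR-502, miR-532 and miR-660 changed in both directions, with log2 fold changes of 1.28 for miR-362-3p, 0.71 for miR-532, -0.81 for miR-502a and -1.26 for miR-502b, all DE. The mature sequences of miR-502a and miR-502b are 1 edit apart. Among the sequences at hand, 18 pairs of miRNAs were at most 3 edits apart, and 4 pairs were called in opposite directions, miR-15a with miR-15b, miR-2284d with miR-2284j, miR-2284d with miR-2285cr, and miR-2284w with miR-2285cr. A group of 28 miRNAs of neighbouring genes around miR-411a had 21 members higher (20 to 23 under the other scalings), 6 of them DE, but was not past the threshold of 0.05 as a set (FDR = 0.142), and was past it with the retained share as a covariate (FDR = 0.0407). The share of counts from miR-143 was 12.4% in the control calves and 14.9% in the BRSV challenged calves (exact permutation p = 0.0947), with 22.6% in calf S15 and 20.7% in calf S18, and 11.1% to 15.5% in the other BRSV challenged calves. The mean was 13.2% in shed B and 16.7% in shed C.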
